# The physiological functions of the Cbp2D and Cbp2E proteins are important for insoluble cellulose-dependent growth in *Cellvibrio japonicus*

**DOI:** 10.1128/aem.00818-25

**Published:** 2025-09-04

**Authors:** Baily E. Kakacek, Jiabao Liang, Kyle A. Dickerson, Jeffrey G. Gardner

**Keywords:** CAZyme, cellodextrin, cellulase, cellulose, *Cellvibrio japonicus*, polysaccharide degradation

## Abstract

Microbial deconstruction of plant polysaccharides is important for environmental nutrient cycling, and bacteria proficient at this process have extensive suites of polysaccharide-specific enzymes. In the gram-negative saprophyte *Cellvibrio japonicus*, genome annotation suggests that 17 genes are predicted to encode Carbohydrate-Active enZymes (CAZymes) with roles in cellulose degradation; however, previous work suggested that only a subset of these genes is essential. Building upon that work, here, we identify the required and minimally sufficient set of enzymes for complete degradation of cellulose using a combination of transcriptomics, gene deletion analysis, heterologous expression studies, and metabolite analysis. We identified six CAZyme-encoding genes required for cellulose deconstruction in *C. japonicus*, which are *cel3B*, *cel5B*, *cel6A*, *lpmo10B*, *cbp2D*, and *cbp2E*. These genes encode for a β-glucosidase, an endoglucanase, a cellobiohydrolase, a lytic polysaccharide mono-oxygenase, and two carbohydrate-binding proteins, respectively. These CAZyme-encoding genes are essential for growth using insoluble cellulose by *C. japonicus* and sufficient for using soluble cellulose when heterologously expressed in *Escherichia coli*. Moreover, during *C. japonicus* growth using insoluble cellulose, we detected no cellodextrins in the medium, which suggested that cello-oligosaccharide uptake is highly efficient. RNA-seq analysis corroborates these results as we observed several genes significantly upregulated during growth using cellulose that encode TonB-dependent and ABC transporters. Our revised model of cellulose utilization by *C. japonicus* suggests a greater importance for the Cbp2D and Cbp2E proteins than previously thought and that rapid cellodextrin uptake by *C. japonicus* is a mechanism to maximize the energetic return on investment for the production and secretion of CAZymes.

**IMPORTANCE:**

Bacterial contributions to fixed carbon turnover in the soil are increasingly being shown as vital to global nutrient cycling. Additionally, the discovery and characterization of bacterial polysaccharide deconstruction enzymes are fundamental for industrial and biomedical applications, such as the production of renewable fuels, sustainable detergents, and nutritional supplements. Our analysis of *C. japonicus* cellulose deconstruction is significant because it provides a roadmap for analyzing a suite of enzymes that may be functionally redundant and identifies those that are truly essential. Specifically, our results indicate that the functions of the Cbp2D and Cbp2E proteins, previously thought to have only a supporting or accessory role, in fact play a more direct part in cellulose deconstruction in *C. japonicus*. Furthermore, our results suggest that a strategy where recovery of soluble oligosaccharides is a priority to maximize the energetic economics for polysaccharide degradation in *C. japonicus*.

## INTRODUCTION

In the environment, microbial action is responsible for the decomposition of plant material (1), and this recycling of carbon and energy is carried out by synergistic communities of bacteria and fungi (2). The power of microbial polysaccharide deconstruction is also being harnessed for biotechnology and biomedical advancement. For these dual reasons of ecological understanding and industrial innovation, considerable research has gone into the identification and characterization of bacteria and fungi proficient at polysaccharide deconstruction, along with their enzyme complements. The most abundant polysaccharide is cellulose (3), which is a linear polymer of glucose units attached by β-1,4 linkages (4). Individual cellulose chains are capable of hydrogen bonding to one other, contributing to the structural rigidity needed for plant cell walls and increasing crystallinity as more chains hydrogen bond to one another (5). The length of chains contributes to different properties in plant structures. For example, shorter cellulose chains contribute to denser materials such as wood or bark, and longer chains are responsible for more flexible materials such as cotton (6).

The biological method of cellulose breakdown is mediated by the action of Carbohydrate-Active enZymes (CAZymes) (7). The largest class of CAZymes are those belonging to the Glycosidic Hydrolase (GH) category, which are further classified according to substrate specificity, relative positions of action in the polysaccharide chain, and the stereochemical outcome of the reaction they are involved in (8). Currently, there are 189 unique GH families, with those having cellulase-specific members found in families GH 5, 6, 7, 8, 9, 12, 26, 44, 45, 48, 61, and 74 (9). Despite this diversity, a key characteristic of many GHs is their modular structure; a catalytic domain specific to a particular polysaccharide is often linked with one or more carbohydrate-binding modules (CBMs). There are three major types of CBMs (Types A, B, and C) that are further sub-classified into over 60 families, where categorization is based on the size, shape, and sugar composition of substrates bound (10, 11). When part of a GH, one or more CBMs can either act as either structural support or serve to modify the catalytic domain’s activity (12). Current nomenclature conventions for proteins that have CBMs but undefined enzymatic functions report them as carbohydrate-binding proteins (Cbps) and categorize them using the CBM (e.g., Cbp2D has a CBM2).

Cellulolytic bacteria are diverse; however, the presence of more than three cellulose-specific CAZyme-encoding genes suggests a species may be able to utilize recalcitrant cellulose (13). Only relatively few species are able to utilize crystalline cellulose, and it has been proposed that a species should only be considered “truly cellulolytic” if it is able to utilize crystalline cellulose. Bacteria that are proficient at polysaccharide deconstruction often have dozens to hundreds of CAZyme-encoding genes, which suggest a specialization for polysaccharide utilization in the environment. One such bacterium with over 200 CAZyme-encoding genes is the gram-negative soil saprophyte *Cellvibrio japonicus* (14), originally named *Pseudomonas fluorescens* sub. *cellulosa* (15) and renamed due to its genomic similarity to *Cellvibrio mixtus* (16). Most of the CAZyme-encoding genes in *C. japonicus* are predicted to belong to GH families, and specific to this study, there are 17 genes predicted to be cellulose-specific (14). In a 2013 review, the cellulase complement of *C. japonicus* was compared to 16 other cellulose-degrading bacteria (17). It was argued that *C. japonicus* has an unsurprising set of GH5 and GH9 cellulases but was notable for not possessing any GH48 proteins, which are considered important for cellulose deconstruction in many gram-positive bacteria. It was hypothesized in this review that the mechanism of cellulose depolymerization was different in *C. japonicus* compared to common gram-positive models from the *Clostridium* or *Caldicellulosiruptor* genera. From a 2021 review that summarized the carbon and nitrogen acquisition strategies of four polysaccharide-degrading bacteria (*Bacteroides thetaiotaomicron*, *Cellvibrio japonicus*, *Clostridium thermocellum*, and *Caldicellulosiruptor bescii*), the total number of predicted CAZymes found in *C. japonicus* (100 GH-encoding genes from 47 different families) is less than that of *B. thetaiotaomicron* (300 GH-encoding genes from 62 different families), but more than *C. thermocellum* (79 GH-encoding genes from 29 different families) or *C. bescii* (63 GH-encoding genes from 30 different families) (18). This trend held true for the number of GH families uniquely represented in the four bacteria, with *C. japonicus* being the only one to have enzymes from the GH4, 6, 19, 37, 45, 46, 62, 98, 103, and 128 families. Notable for this report are the GH6 and GH45, which are the GH families known to have cellulase activities.

The current model of cellulose degradation in *C. japonicus* (19) contains secreted endo- and exoglucanases, encoded in particular by *cel5B* and *cel6A,* respectively, as being released into the external space. Also released into the external space is Lpmo10B, a lytic polysaccharide mono-oxygenase from the AA10 CAZyme family (20). While this model is the culmination of substantial genomic, transcriptomic, genetic, and biochemical research, there are still gaps in our understanding of cellulose utilization by *C. japonicus*. Specifically, the enzymes involved in the initial stages of cellulose degradation, the generation of cello-oligosaccharides, and the mechanism by which expected short-chain cellodextrins are imported into the periplasmic and cytoplasmic spaces are not yet fully understood. The current model emphasizes the importance of the Cel5B, Cel6A, and Lpmo10B enzymes for polymer deconstruction and the Cel3B enzyme for cellobiose cleavage (21, 22). However, this model is incomplete as it does not address to what extent there is functional redundancy among the predicted eight GH5 and three GH9 enzymes in *C. japonicus* or identify the electron source for the LPMO. Furthermore, there is no consideration for how soluble cellodextrins are transported into the bacterium.

To address these knowledge gaps, in this study, we determined the necessity and sufficiency of the entire suite of cellulose-specific CAZyme-encoding genes for *C. japonicus*. We used a combination of transcriptomics and gene deletion analysis to identify the six genes that are essential for cellulose deconstruction. These analyses emphasized the importance of the Cbp2D and Cbp2E proteins and uncovered a surprising number of TonB-dependent transporters. While a previous study in *C. japonicus* identified the Cbp2D and Cbp2E proteins as potentially having electron-transfer activities for Lpmo10B, a definitive function could not be identified using a combination of *in vivo* and *in vitro* methods (21). In addition to the CBM2 domain, the Cbp2D protein is predicted to have and X158 domain with homology to a YceI-like ubiquinone-8 domain and an X183 *c*-type cytochrome domain. A structural study of the X183 domain from Cbp2D found that it had redox potential; however, the physiological function of the full protein remained unclear (23). Consequently, the importance of this current study highlights a thus-far overlooked CAZyme complement found in many polysaccharide-degrading bacteria, specifically the Cbps, and how they may have direct roles in cellulose (or other polysaccharide) cleavage. The discovery of a high number of nutrient transporters led us to investigate cellodextrin utilization by *C. japonicus*, where we uncovered a highly efficient uptake system. This study reinforces the idea that broadly classified carbohydrate-binding proteins can be major contributors to cellulose deconstruction and are a likely reservoir of novel activities. Moreover, our results further the hypothesis that nutrient recovery is a powerful driver of bacterial evolution as a mechanism to balance the energetic economics for recalcitrant polysaccharide utilization.

## MATERIALS AND METHODS

### Bacterial strains, media, and growth conditions

Wild-type *Cellvibrio japonicus* strain Ueda107 was acquired from the National Collections of Industrial, Marine, and Food Bacteria [NCIMB #10462]. *Escherichia coli* strain W was obtained from the American Type Culture Collection (ATCC #9637). The complete list of strains and plasmids used in this study is compiled in Table S1. For propagation, both *E. coli* and *C. japonicus* strains were grown using 3-(N-morpholino) propanesulfonic acid (MOPS) minimal media (24), supplemented with 0.2% (wt:vol) glucose (catalog number: G0520, Teknova). For growth experiments using cellulosic substrates, MOPS medium was supplemented with cellobiose (0.5%, wt:vol) (catalog number: AC108460250, Acros), carboxymethyl-cellulose (1%, wt:vol) (catalog number: 150560, MP Biomedicals), Avicel (1%, wt:vol) (catalog number: 11365-1KG, Millipore Sigma), or filter paper (1%, wt:vol) (catalog number: 1703965, BioRad). Production of phosphoric acid swollen cellulose (PASC) and hydrochloric acid swollen cellulose (HASC) used methods published previously without modification (25, 26). Plate media were made with the addition of 1.5% (wt:vol) agar. All growth media were autoclave-sterilized using a steam cycle (121°C at 16 psi for 30 min). Growth experiments using insoluble cellulose were performed with sterile biomass containment devices and agar capture systems as needed, as described previously (27). When required, kanamycin (catalog number: 25389-94-0, VWR) was added at a concentration of 50 µg/mL. Cells were grown at 30°C with high aeration (225 RPM) as done previously (28). Cell growth was measured with a Spectronic 20D + or an EPOCH2 microplate reader at OD_600_ (28), and all experiments were performed in biological triplicate. Growth analyses were visualized using the GraphPad Prism software package with default settings.

### RNA-seq analysis

Transcriptomic experiments, including biological triplicate growth measurements and cell samplings, were conducted as published previously (21, 22). During the mid-exponential phase, a sample of 45 mL was collected and added to 5 mL of ice cold 5% (vol:vol) acidic phenol:absolute ethanol to stop cellular metabolism. Cells were then centrifuged (8,000 × *g* for 5 minutes at 4°C), after which the supernatant was removed and the pellet snap-frozen in a dry ice/ethanol bath for 5 minutes. The samples were then stored at −80°C. Frozen cell pellets were sent to GeneWIZ (South Plainfield, NJ) for extraction, processing, and RNA sequencing on a fee-for-service basis. An Illumina HiSeq2000 was used with a 1 × 50 bp configuration with ~10M reads per sample. The sequencing data, which included FASTQ and QC files, were returned for analysis by our group. The web-based system Galaxy (29) was used to analyze the FASTQ single-end read files generated from sequencing. FASTQ files were checked for quality using the FastQC tool (30), with any reads of a Phred score of >30 (less than one error per 1,000 base calls) being usable. The quality-assured FASTQ reads were then mapped onto the *C. japonicus* reference genome retrieved from ENSEMBLE using the HISAT2 tool (31). Reads for this study were unstranded and therefore did not need to be specified according to the tool’s parameters. Alignment summaries with SAM/BAM files reading at over 80% coverage were used for next steps. The aligned SAM/BAM files for each condition were then analyzed using the HTSeq-count tool (32) with the *C. japonicus* reference genome in the .gtf file format. Outputs obtained from HTSeq-count were subsequently used for analysis in DESeq2 (33) to determine differential gene expression. Published RNA-seq data for *C. japonicus* grown using glucose (accession: GSE90955) was used for comparative expression analysis, as done previously (22). The tabular file output of the DESeq2 tool was aligned to an annotated gene database for *C. japonicus* based on the initial characterization (14) to obtain names and functions for all genes. Volcano and MA plots were generated using GraphPad Prism software as done previously (34, 35).

### Genetic methods

Protocols were followed according to previous studies for the construction of *C. japonicus* in-frame gene deletion mutants (36). Briefly, 500 base pair areas upstream and downstream from the gene targeted for deletion were amplified using PCR. A culture of *E. coli* pK18*mobsacB* (37) was grown using lysogeny broth (38, 39) and the plasmid extracted using a QIAprep Spin Miniprep Kit (catalog no: 27106) according to the manufacturer’s instructions. The purified vector was cut with EcoRI-HF and HindIII-HF restriction enzymes (catalog numbers: R3101S and R3104S, New England Biolabs) and recovered using a QIAquick PCR Purification Kit (catalog no: 28104). The PCR fragments were then assembled onto the pK18*mobsacB* plasmid using NEBuilder HiFi DNA Assembly Master Mix (catalog no: E2621L) and then transformed into chemically competent *E. coli* cells by heat shock and screened for the correctly assembled inserts as done previously (40). Correctly assembled plasmids were recovered and transferred into *E. coli* S17 and used in tri-parental mating, as previously described (20, 35, 41). PCR-verified *C. japonicus* mutant strains were frozen as permanent stocks at −80°C. A complete list of all genes studied in this report that includes name, locus ID, CAZyme family classification, enzymatic activity known (or predicted), and UniProt accession number is found in Table S4.

For heterologous expression studies in *E. coli*, plasmids containing *C. japonicus* CAZyme-encoding genes were designed using SnapGene version 4.1.5 software, and sequences of *C. japonicus* were retrieved from NCBI. Four separate plasmids were designed using variants of the pUC18 plasmid (42): pCEL1 contained *C. japonicus cel3B*; pCEL3 contained *C. japonicus cel6A*, *cel3B*, and *cel5B*; pCEL6 contained *C. japonicus cbp2E*, *cbp2D*, *lpmo10B*, *cel6A*, *cel3B*, and *cel5B*; and pCEL- was an empty vector to serve as the negative control. Plasmids were synthesized by GeneWIZ and then transformed into competent *E. coli* W cells using the heat-shock method.

### Congo Red staining

The method for Congo Red staining followed established protocols (43). Briefly, overnight cultures of wild-type and Δ*gsp C. japonicus* and *E. coli* W/pCEL1, /pCEL3, /pCEL6, and /pCEL- strains were used to spot 10 μL on a 1% (wt:vol) CMC MOPS agar plate. All spots were dried prior to incubation at 30°C for either 48 or 96 hours. After incubation, each plate was stained with 5 mL 0.1% aqueous Congo red dye (catalog number: 2250-2, Ricca) for 10 minutes at room temperature. After decanting excess dye, 5 mL of a 1M sodium chloride (catalog number: S640-500, Fisher Scientific) counter-stain was added to each plate for an additional 10 minutes. Plates were allowed to dry overnight at room temperature and were visualized with a light box.

### Cell-free extract generation and thin-layer chromatography

Biological triplicate cultures of wild-type *C. japonicus* were grown using 1% wt/vol filter paper with biomass containment devices as described above. When cultures reached the early exponential phase (OD_600_: 0.2), and then 50 µL of 50 mg/mL kanamycin was added to each tube and allowed to incubate for 48 hours, with continued growth measurements being taken to ensure no further increase in OD_600_. Next, two 1 mL samples were removed from each culture tube and filter-sterilized using a 0.2 µm filter (catalog number: 50-104-9912, Fisher Scientific) and the supernatants stored at 4°C and used within 1 week. Acid hydrolysis was performed on one of the filtered supernatants using 24N H_2_SO_4,_ while the other remained untreated. Sugars in the supernatants were resolved using 20 cm × 10 cm silica gel aluminum plates (catalog number: 1055540001). The mobile phase consisted of a ratio of 5:3:1 2-propanol (catalog number: A416-1, Fisher Scientific): ethanol: water, as described previously (40). After TLC chamber equilibration (30 minutes), the solid phase was spotted with 3 µL of 10 mM standards of glucose (1.8 mg/mL) (catalog number: D16-500, Fisher Scientific), cellobiose (3.4 mg/mL) (catalog number: AC108460250, Acros), cellotriose (5.1 mg/mL) (catalog number: O-CTR-50MG, Megazyme), cellotetraose (6.66 mg/mL) (catalog number: O-CTE-50MG, Megazyme), cellopentaose (8.3 mg/mL) (catalog number: O-CPE-20MG, Megazyme), and cellohexaose (9.9 mg/mL) (catalog number: O-CHE, Megazyme). A 200 µL sample (applied in 10 µL aliquots to prevent spreading) of filtered supernatants was then spotted alongside the cellodextrin standards and allowed to dry completely. The plate was placed in the development chamber for approximately 4 hours or until the solvent front was 2 cm from the top of the plate. The plate was removed from the development chamber and allowed to dry completely in a chemical fume hood for 5–10 minutes. A visualization solution of 5% (vol:vol) 18 N sulfuric acid (catalog number: SX1244Y-1, Millipore Sigma) to 95% methanol (catalog number: LC168004, LabChem) was poured into a shallow glass tray in a chemical fume hood. Once the silica plate had dried fully, it was dipped in the visualization solution and then removed and allowed to dry in a chemical fume hood. Finally, the plate was placed in an 120°C oven for 5–7 minutes to visualize the cellodextrins. When quantitation of glucose-equivalents from a cellodextrin sample was required, acid hydrolysis was performed using 24N H_2_SO_4_ to reduce all cellodextrins to glucose, and a Glucose Assay Kit (catalog number: GAGO20-1KT; Sigma-Aldrich) was used according to the manufacturer’s instructions.

### Cellodextrin consumption rate assay

Biological triplicate cultures of wild-type *C. japonicus* were grown in a 96-well plate using MOP medium supplemented with 11 mM glucose (0.2% wt:vol), 5.5 mM cellobiose (0.19% wt:vol), or 1.8 mM cellohexaose (0.18% wt:vol) for 15 or 24 hours, as described above. Then, a 60 µL sample was removed from each cellobiose and cellohexaose culture well and incubated with 3 µL β-glucosidase from *Agrobacterium* sp. (Megazyme; catalog number: E-BGOSAG) at 50°C for 1 hour. After enzyme incubation to reduce cellodextrins to glucose, a Glucose Assay Kit was used according to the manufacturer’s instructions to quantitate the remaining glucose in the samples.

### Glucose uptake assay

Biological triplicate cultures of wild-type *C. japonicus* and *E. coli* W were grown in a 96-well plate for 24 hours using MOP medium supplemented with decreasing glucose concentrations: 2,000 µg/mL, 1,000 µg/mL, 500 µg/mL, 250 µg/mL, 125 µg/mL, 63 µg/mL, 31 µg/mL, and 0 µg/mL. Then, a 40 µL sample was removed from each culture, and a Glucose Assay Kit was used according to the manufacturer’s instructions. For quantitation of the initial glucose concentration, MOP media with glucose concentration ranging from 125 µg/mL to 2,000 µg/mL were diluted by 5×, 10×, 20×, or 50× with distilled water.

## RESULTS

### Transcriptomics analysis identified significantly upregulated genes that encode CAZymes and oligosaccharide transporters in response to growth using cellulose

Previous gene expression studies in *C. japonicus* used either promoter fusions or DNA microarrays to identify genes responsive to changes in the substrate (21, 44). Relevant to the current study, the microarray study found that *C. japonicus* broadly upregulated CAZyme-encoding genes in response to Avicel; however, there were also some genes that also were upregulated in response to the growth rate. What was surprising was that despite there being 17 predicted cellulase-encoding genes in *C. japonicus*, there did not appear to be a core set of shared genes for pair-wise comparisons between glucose grown and Avicel grown cells during the exponential growth and stationary phase. In the report, *C. japonicus* growth on Avicel appeared to be biphasic, which was explained as due to the microcrystalline nature of Avicel, where the amorphous regions were degraded first and the crystalline regions attacked later. Given that naturally occurring cellulose is predominantly crystalline, we wanted to reevaluate *C. japonicus* gene expression for a more recalcitrant form of cellulose. Consequently, we performed RNAseq on wild-type *C. japonicus* while it was grown on filter paper.

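RNA of wild-type *C. japonicus* grown on filter paper was sequenced in 6 libraries, 3 from mid-exponential growth (exp) and 3 from early stationary phase (sta). The authors mapped the single-end, unstranded reads with HISAT2, counted them per gene with HTSeq-count and deposited RPKM values, that is reads per kilobase of gene scaled to a common number of reads. The RPKM of the lowest genes rises in steps of whole reads, which gave an estimated depth of 14067000, 12917000 and 13968000 reads for exponential replicates 1, 2 and 3 and of 15069500, 14521000 and 15617000 reads for stationary replicates 1, 2 and 3. At these depths, 65.3% to 69.3% of the 150 lowest genes of each library came within 0.05 of a whole read. The median over the depths searched was 10%. The depths were chosen for a high share, so 10% is not the most that chance could reach. The median gene had between 2389 and 2991 estimated reads per library. Of 3812 genes in the deposited table, the 3730 with a mean RPKM of at least 1 that encode neither rRNA nor tRNA were tested. The RPKM values were divided by size factors of 0.928 to 1.06, computed by the median of ratios, and compared with limma on the scale log2(RPKM + 1). RPKM is given as deposited, and all fold changes are stationary over exponential phase. On simulated data for this comparison, limma called 65.7% of the genes changed by 0.5 on the log2 scale, 97.0% of those changed by 1 and 98.5% of those changed by 2. The simulated noise was independent between genes and libraries and lacked the structure shared by the real libraries. These shares therefore do not tell what share of real changes was called here. Across genes, which are not independent replicates, stationary replicates 1 and 2 correlated at 0.995, while stationary replicate 3 correlated at 0.963 and 0.968 with these and at 0.977 and 0.978 with exponential replicates 2 and 3. The glucose libraries were not used here.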

For the filter paper RNA-seq, we collected samples during the mid-exponential growth (exp) and at early stationary phase (sta) and used published data for glucose-grown cells (22) to perform three pair-wise comparisons that included cellulose (exp) vs glucose (exp), cellulose (sta) vs glucose (sta), and cellulose (exp) vs cellulose (sta). An analysis of the cellulose (exp) vs glucose (exp) comparison found that 753 of genes were significantly (*P*-value < 0.01) upregulated on cellulose (Fig. 1A), and among these were 64 CAZyme-encoding genes (Table S2). 

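On filter paper in exponential phase, the gene *lpmo10B* (CJA_3139), listed in Table S2 as *cbp33/10B*, had 1142 ± 16.1 RPKM (SD, n = 3 libraries), at percentile 99.1 of the genes tested. The *cel6A* (CJA_2473) gene was at 716 ± 259.8 RPKM (SD, n = 3) and percentile 97.7, with a wider spread between replicates than that of *lpmo10B*. The *cel45A* (CJA_0374) gene followed at 413 ± 15.3 RPKM (SD, n = 3), and *cel5B* (CJA_2983) was at percentile 88.8. Nearer to the middle of the genes, *cel5G* (CJA_2760) lay at percentile 55.6 with 207 ± 5.38 RPKM (SD, n = 3), and *cel9A* (CJA_2472), the neighbor of *cel6A*, lay at percentile 28.1 with 161 ± 14.7 RPKM (SD, n = 3). Of the 17 cellulase-encoding genes, 3 were above the 90th percentile and 9 were under the 50th percentile, with a median percentile of 46.4. Of 10000 random lists of as many genes, 61.5% had a median as high. The paper's reported log2 fold changes over glucose (Table S2) are 2.89 for *cel6A*, 1.83 for *lpmo10B*, 1.61 for *cel9A*, 1.51 for *cel45A*, 1.43 for *cel5B* and 1.29 for *cel5G*.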

A wide array of CAZyme-encoding genes were upregulated despite cellulose being the sole carbon source, but importantly six cellulase-encoding genes were observed (*lpmo10B*, *cel45A*, *cel5B*, *cel5G*, *cel6A*, and *cel9A*). In addition, there were nine genes annotated as encoding carbohydrate-binding proteins (*cbp2D*, *cbp2E*, *cbp26A*, *cbp2F*, *cbp35B*, *cbp35C*, *cbp6A*, *cbp6B*, and *cbp6C*). 

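Among these genes *cbp6A* (CJA_1191) was the highest in exponential phase on filter paper, at percentile 98.6 of the genes tested. The neighboring genes *cbp2D* (CJA_2616) and *cbp2E* (CJA_2615) had 229 ± 86.4 and 246 ± 103 RPKM (SD, n = 3 libraries), at percentiles 65.4 and 71.8. Without exponential replicate 3, *cbp2D* was at percentile 40.28 and *cbp2E* was also under the 50th percentile. In the individual libraries *cbp2D* ranged from 163 to 327 RPKM and *cbp2E* from 165 to 362 RPKM. The *cbp35B* (CJA_0559) gene was at 252 ± 32.7 RPKM (SD, n = 3), *cbp6C* (CJA_3300) at 223 ± 16.3 RPKM, *cbp35C* (CJA_0494) at 217 ± 6.73 RPKM and *cbp2F* (CJA_2469) at 216 ± 8.63 RPKM. Lower in the ranking were *cbp6B* (CJA_0276) at percentile 46.4 and *cbp26A* (CJA_2869) at percentile 23.0. The 18 Cbps of Table S5 had a median percentile of 60.4, which 18.1% of random lists reached.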

Interestingly, nine of these genes were previously identified in DNA microarray studies of *C. japonicus* growth on Avicel (21). Also of note among the upregulated genes were 19 genes predicted to encode nutrient transporters from the TonB-dependent family. 

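The 20 genes of the TonB block of Table S2, which the paper's text counts as 19, had a median of 189 RPKM on filter paper in exponential phase, and 11 of these were under the 50th percentile of the genes tested. None was above the 90th percentile. Across Tables S2 and S3, 38 genes have TonB, ExbB or ExbD in their product or name, with a median percentile of 41.2 in exponential phase. The highest of these was CJA_2459 with 346 ± 8.67 RPKM (SD, n = 3 libraries), followed by CJA_2267 with 291 ± 21.5 RPKM, CJA_0733 with 279.9 ± 25.8 RPKM and CJA_0171 with 269 ± 23.9 RPKM. Because the study chose these genes on the same libraries, their level is not independent evidence.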

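The 64 CAZyme-encoding genes of Table S2 had a median of 202 RPKM in exponential phase on filter paper, at percentile 52.5 of the genes tested. Of these genes 7 were above the 90th percentile and 30 were under the 50th percentile. Of random lists of as many genes, 34.4% had a median as high. The 662 genes of Table S2 outside the CAZyme and TonB blocks that were matched and tested had a median percentile of 56.6. Besides *lpmo10B*, *cbp6A* and *cel6A*, the pectate lyase gene *pel3B* (CJA_2413) stood high, with 813 ± 24.5 RPKM (SD, n = 3 libraries). The list was chosen by the study on these libraries and is not independent evidence. Over the list of 158 CAZyme-encoding genes, the median percentile was 41.3, and 98.7% of random lists had a median as high. Ranks within the main group rest on small differences, since 85.6% of the genes tested lay within 2-fold of the 219 RPKM that even coverage of the chromosome gives.

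**Figure D1:**
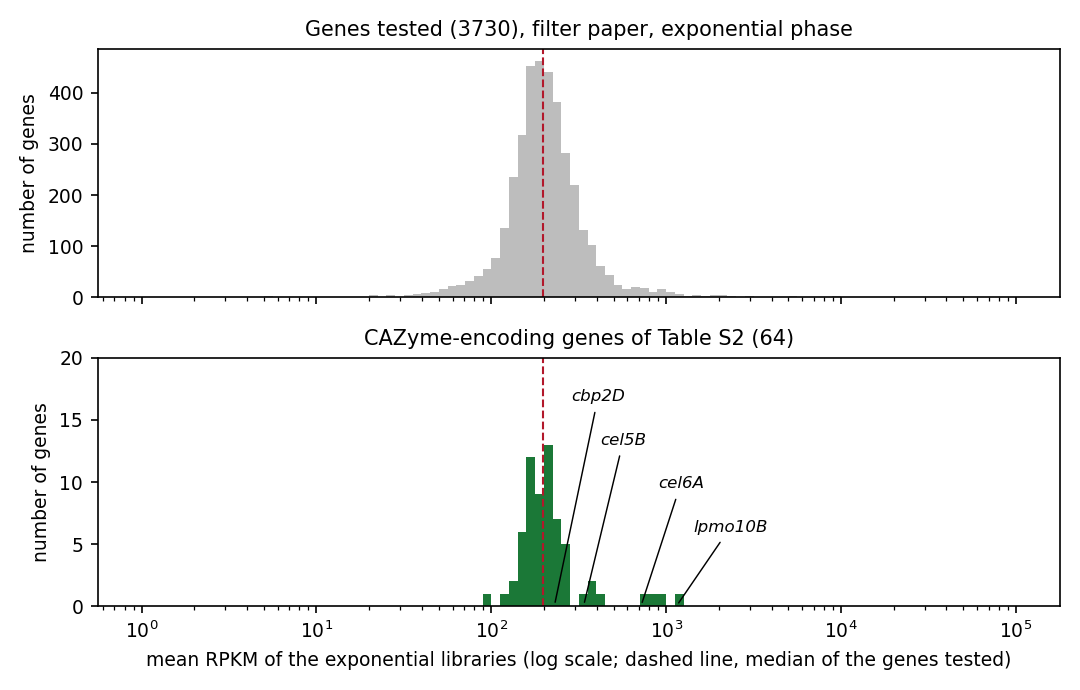
Number of genes (y axis) by mean RPKM of the 3 exponential libraries (x axis, log scale), for the 3730 genes tested and the 64 CAZyme-encoding genes of Table S2, with a dashed line at the median. The genes *lpmo10B*, *cbp6A*, *pel3B* and *cel6A* lie above the main group of CAZyme-encoding genes.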

MA plot analysis of glucose-grown cells and cellulose-grown cells found that the significantly upregulated CAZyme-encoding genes on cellulose were also strongly expressed (high mean of normalized counts) for exponential growth compared to glucose. The MA plot of cellulose (exp) versus glucose (exp) identified 2,263 *C. japonicus* genes with a significant *P*-value of <0.01, and among these were 163 CAZyme-encoding genes that included *cbp2D*, *cbp2E*, *cel5B*, cel6A, and *lpmo10B* (Fig. 1C). An analysis of the cellulose (sta) vs glucose (sta) comparison found that 883 of genes were significantly (*P*-value <0.01) upregulated on cellulose (Fig. 1B). Among these were 89 CAZyme-encoding genes, with six being cellulose-specific (*cel6A*, *cel3C*, *cel45A*, *cel5E*, *cel5G*, and *cel9A*), in addition to the *cbp2D* and *cbp2E* genes (Table S3). Four of these genes were observed as upregulated under similar conditions in the previous Avicel study. 

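In stationary phase on filter paper *cel6A* had 687 ± 139 RPKM (SD, n = 3 libraries), at percentile 97.1, and *cel45A* had 383 ± 47.5 RPKM (SD, n = 3). The genes *cbp2D* and *cbp2E* were at 230.0 ± 31.9 and 246 ± 26.1 RPKM (SD, n = 3), at percentiles 70.6 and 75.2. The *cel5G* gene was at percentile 49.7, *cel9A* at 26.0, *cel5E* (CJA_3337) at 24.4 and *cel3C* (CJA_0223) at 15.5, the last with 128 ± 19.0 RPKM (SD, n = 3). The 90 genes of the CAZyme block of Table S3, which the paper's text counts as 89, had a median percentile of 39.1 in this phase, 54 of them under the 50th and 4 above the 90th percentile. Of random lists of this size, 98.2% had a median as high. The 745 genes of Table S3 outside its CAZyme and TonB blocks that were matched and tested had a median percentile of 41.4. The block was chosen by the study on these libraries and is not independent evidence. The paper's reported log2 fold changes over glucose (Table S3) are 2.69 for *cel6A*, 2.48 for *cbp2E*, 2.02 for *cbp2D*, 1.18 for *cel3C* and 1.12 for *cel5E*.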

There were 28 genes predicted to encode TonB-dependent transporters. An MA plot of cellulose (sta) versus glucose (sta) identified 3,151 *C. japonicus* genes with a significant *P*-value of < 0.01, and among these were 190 CAZyme-encoding that included *cel6A*, *lpmo10B*, *cbp2D*, and *cbp2E* (Fig. 1D). Finally, we performed an analysis of the cellulose (exp) vs cellulose (sta) to determine if there were any CAZyme-encoding genes under growth-rate dependent regulation. However, for this comparison, we did not observe any CAZyme-encoding genes significantly upregulated (log_2_ fold-change >2) on cellulose during the stationary phase, and only two genes upregulated overall, CJA_2120 and CJA_2729, which are predicted to encode an integral membrane protein and a pillin, respectively (Fig. S1). This contrasts with the findings of the previous Avicel study, where six cellulase-encoding genes were upregulated and likely reflects the transition from amorphous to crystalline cellulose during degradation. 

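Between the phases on filter paper, 1 of the 3730 genes passed an adjusted p of 0.05 in limma. The gene that passed was *cbp6A*, which fell from 929 ± 30.7 RPKM (SD, n = 3 libraries) to 448 ± 26.8 RPKM (SD, n = 3), a log2 fold change of -0.99 (standard error 0.12, limma adjusted p = 0.0468). Its adjusted p in limma was 0.00606 without stationary replicate 3, and between 0.177 and 0.337 when any other library was left out, so that it no longer passed, although its log2 fold change stayed between -1.06 and -0.97 in these. With all libraries, the call of *cbp6A* also ended with TMM-like scaling (limma adjusted p = 0.0571), a pseudocount of 10 (0.0616), a mean RPKM of at least 10 (0.0760) and robust eBayes (0.165). At a p under 0.01 and a fold change of at least 2, as in the legend of Fig. S1, 1 gene passed, *comEA*, which was chosen after its values were seen. It had 677 ± 89.1 RPKM in exponential and 2983 ± 1196 RPKM in stationary phase (SD, n = 3 each), a log2 fold change of 2.11 (standard error 0.35, limma adjusted p = 0.172), and 1.87 or 1.90 without stationary replicate 1 or 2. The adjusted p of *comEA* in limma was 0.00416 with RPKM as deposited, 1.26e-05 with the replicate number as a block and 6.04e-04 without stationary replicate 3, so that it passed in these. The paper names no pairing of cultures by replicate number. Deviations from the phase means correlated at 0.067, -0.107 and -0.069 between libraries numbered 1, 2 and 3, so passes with this block, here and below, carry less weight. CJA_2729 had 2997 ± 711 and 7089 ± 1486 RPKM (SD, n = 3 each), and its 3 stationary libraries all lay above its 3 exponential libraries, with a log2 fold change of 1.31 (standard error 0.43, limma adjusted p = 0.283). Its unadjusted p was 0.0134 in limma, and it passed without stationary replicate 3 (limma adjusted p = 0.00870). The standard error of CJA_2729 is widened by limma's trend of spread on level, which gave this gene a prior SD of 0.61 against 0.39 between its own replicates, and without the trend the standard error was 0.23 and the unadjusted p 4.16e-04. The name CJA_2120 was not matched to a gene of the deposited table and *comEA* was not matched to a locus tag, so whether they are the same gene is not known. Without stationary replicate 3, 416 genes passed the adjusted p in limma and 10 genes passed the thresholds of the legend. Of the other libraries, leaving out exponential replicate 2 gave 2, exponential replicate 3 gave 3 and stationary replicate 2 gave 3 genes past these thresholds.

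**Figure D2:**
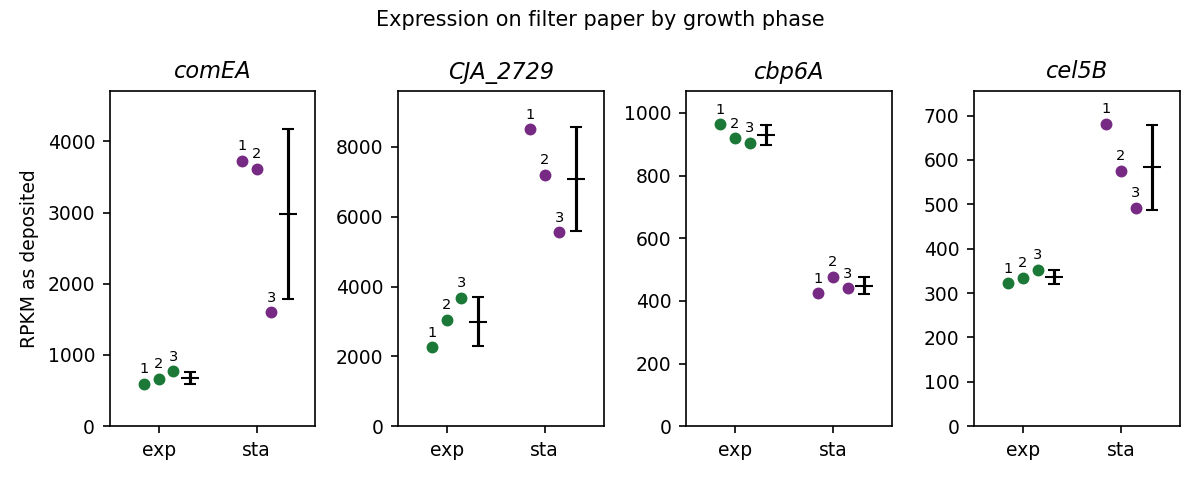
RPKM as deposited (y axis) of *comEA*, CJA_2729, *cbp6A* and *cel5B* in the exponential (exp) and stationary (sta) libraries, points numbered by replicate, with the mean and SD of the 3 libraries of each phase. For *comEA*, stationary replicate 3 lies below the other stationary libraries, while the *cbp6A* values of the 3 stationary libraries lie together.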

MA plot analysis of the cellulose (exp) versus stat (sta) found that despite no significantly upregulated CAZyme-encoding genes being observed, there were six CAZyme-encoding genes with high expression level; however, only two are denoted as encoding cellulases (*cel3B* and *cel5B*) (Fig. S1B).

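Of 158 CAZyme-encoding genes tested between the phases, 3 had an unadjusted p under 0.01 in limma and 6 had one under 0.05. Adjusted over the list alone, 2 genes passed, *cbp6A* and *cel5B*, of which *cel5B* no longer did with robust eBayes or when any library but stationary replicate 3 was left out, while 3 genes passed without that library. The *cel5B* gene had 336 ± 15.8 RPKM in exponential and 583 ± 94.8 RPKM in stationary phase (SD, n = 3 libraries each), a log2 fold change of 0.84 (standard error 0.16), and did not pass over all genes (limma adjusted p = 0.172), though it did without stationary replicate 3 (limma adjusted p = 0.00606), with RPKM as deposited (0.0122) and with the replicate block (4.35e-04). All 3 stationary libraries lay above the 3 exponential libraries for this gene. Without stationary replicate 3 its log2 fold change was 1.02, so that *cel5B* passed the thresholds of the legend of Fig. S1 there. The *cel3B* (CJA_1497) gene had 1207 ± 59.8 RPKM in exponential and 1499 ± 219 RPKM in stationary phase (SD, n = 3 each), a log2 fold change of 0.37 (standard error 0.20), which did not pass (limma adjusted p = 0.528). It passed without stationary replicate 3 (limma adjusted p = 0.00972), and with exponential replicate 1 also left out (0.00120), which was chosen after the data had been seen. Besides *cel5B* and *cbp6A*, *pul13B* (CJA_3161), a starch enzyme gene, had a p under 0.01, with a log2 fold change of 0.35 (standard error 0.10, limma adjusted p = 0.246, and 0.0245 without stationary replicate 3). The remaining genes with a p under 0.05 were *cel5C*, *amy13I* and *lmt23A*, the last pair chosen after their values were seen. Without stationary replicate 3, 8 CAZyme-encoding genes had a p under 0.01, without exponential replicate 1 there were 7, and without exponential replicate 3, stationary replicate 1 or stationary replicate 2 there were 2. At a p under 0.05 there were 23 without exponential replicate 1, 37 without stationary replicate 3 and 3 without stationary replicate 1.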

**Fig 1:**
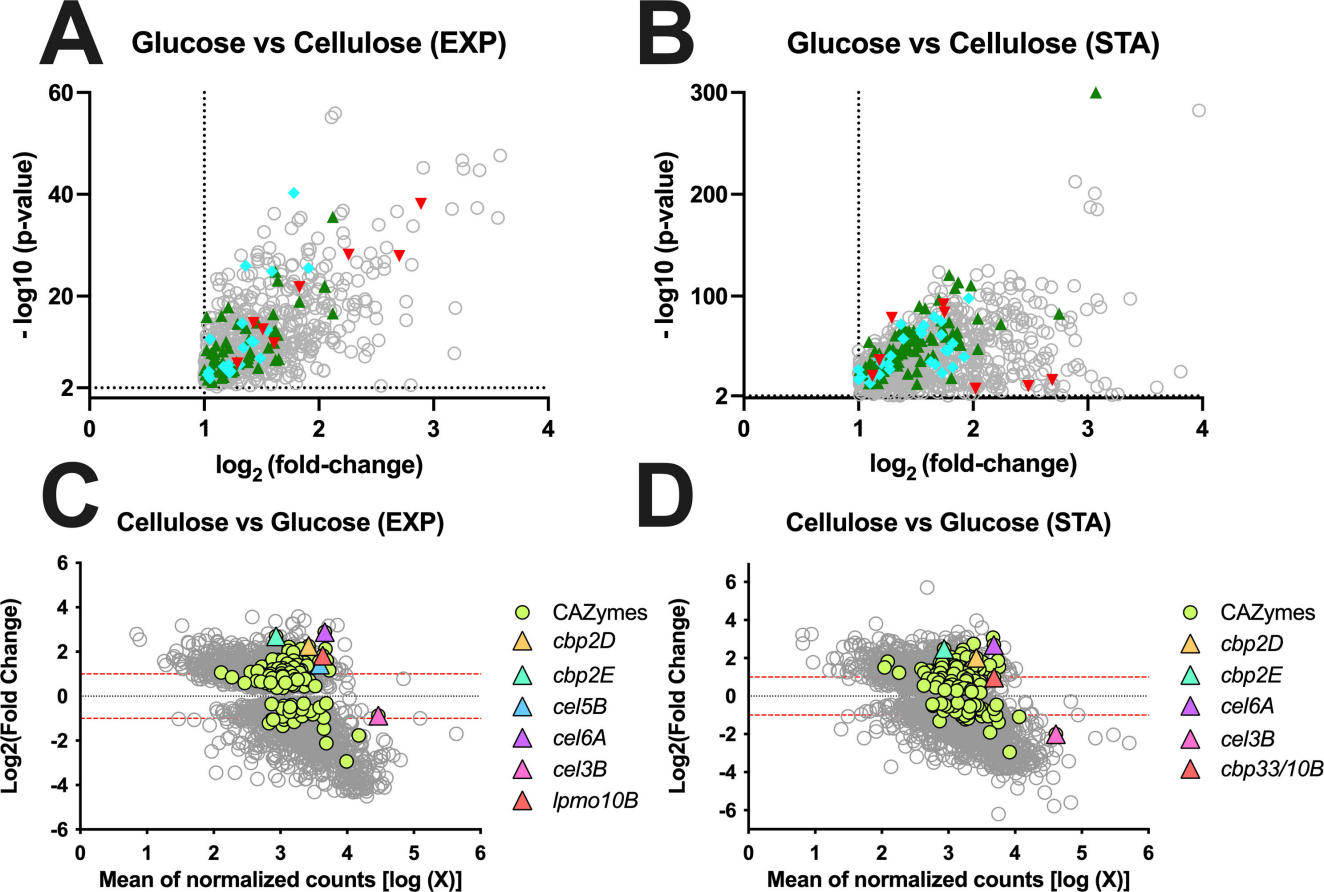
Volcano plots (panels A and B) and MA plots (panels C and D) displaying comparative expression data of wild-type *C. japonicus* grown using either glucose or filter paper as the sole carbon source. For volcano plots, fold-change (log_2_) is on the X-axis and *P*-value (−log_10_) is on the Y-axis. Dashed lines depict user-defined significance cut-offs. (**A**) Exponentially growing cells using glucose versus exponentially growing cells using insoluble cellulose. Only the 753 genes that are upregulated under cellulose conditions are shown. (**B**) Stationary-phase cells using glucose versus stationary-phase cells using insoluble cellulose. Only the 883 genes that are upregulated under cellulose conditions are shown. For panels A and B, each gray circle represents a *C. japonicus* gene. The cyan diamonds, green triangles, and red inverted triangles depict genes that encode TonB-dependent transporters (TBDTs), carbohydrate-active enzymes (CAZymes), and cellulases, respectively. MA scatterplots displaying differential expression data of wild-type *C. japonicus* grown using either glucose or filter paper as the sole carbon source. Fold-change (log_2_) is on the Y-axis, and mean of normalized counts (log) is on the X-axis. Genes with a *P*-value of ≥0.01 are excluded from the plot. Dashed lines depict log_2_ fold-change thresholds of −1 and 1. (**C**) Exponentially growing cells using glucose versus exponentially growing cells using filter paper. (**D**) Stationary-phase cells using glucose versus stationary-phase cells using filter paper. Each open circle represents a *C. japonicus* gene, and each green closed circle represents a CAZyme-encoding gene.

### Six CAZyme-encoding genes are the minimal set required for complete cellulose deconstruction in *C. japonicus*

Previous work on *C. japonicus* cellulose degradation indicated the importance of the Cel5B and Cel6A enzymes (21); however, a comprehensive mutational study of all 17 predicted *C. japonicus* cellulase-specific CAZymes had not been completed. To determine to what extent functional redundancy plays in *C. japonicus* cellulose deconstruction, we generated in-frame gene deletions for all cellulase-encoding genes, except the β-glucosidases that have already been comprehensively studied (22, 45), and assessed growth phenotypes on insoluble cellulose (filter paper).

Growth data shown in Fig. S2 revealed that all strains grew as expected and like wild-type on glucose, which provided evidence that strains with multiple genes deleted did not have a general reduction in fitness. When the strains were grown using filter paper, the previously observed phenotypes for Δ*cel5A*, Δ*cel5B,* and Δ*cel6A* mutants were reproducible (Fig. 2A through C). Specifically, the Δ*cel5A* mutant had a 30% reduced final OD_600_ compared to wild-type (0.15 compared to 0.21), and the Δ*cel6A* mutant had a 50% reduced final OD_600_ compared to wild-type (0.16 compared to 0.31). The Δ*cel5B* mutant had an increased lag phase of 32 hours and a 16% reduced growth rate compared to wild-type (0.16 gen/hour compared to 0.19 gen/hour). The subtle differences between the current study and those previously published are likely due to alterations in growth conditions. Specifically, previous work did not use biomass containment, which has been shown to improve growth experiments with insoluble substrates (46, 47). As expected, a Δ*gsp* mutant, which is deficient in the general secretory pathway, is completely unable to grow using cellulose, as had been shown previously (36). Interestingly, all other cellulase-deficient single-mutant strains grew like wild-type using cellulose, suggesting that in isolation they are of lesser importance than those single mutants with growth defects. A previous study examined a limited subset of *C. japonicus* genes predicted to be important for cellulose utilization and found that while absence of a Δ*lpmo10B* strain did not have a growth defect, a Δ*cbp2D* or Δ*cbp2E* single mutant had an increased lag phase, reduced growth rate, and lower maximum growth compared to WT (21). We replicated these experiments and observed comparable results for the single mutants, specifically that the Δ*lpmo10B* mutant grew similar to WT and the D*cbp2D* or Δ*cbp2E* single mutant had reproducible growth defects, most notably a pronounced lag phase (Fig. S3).

**Fig 2:**
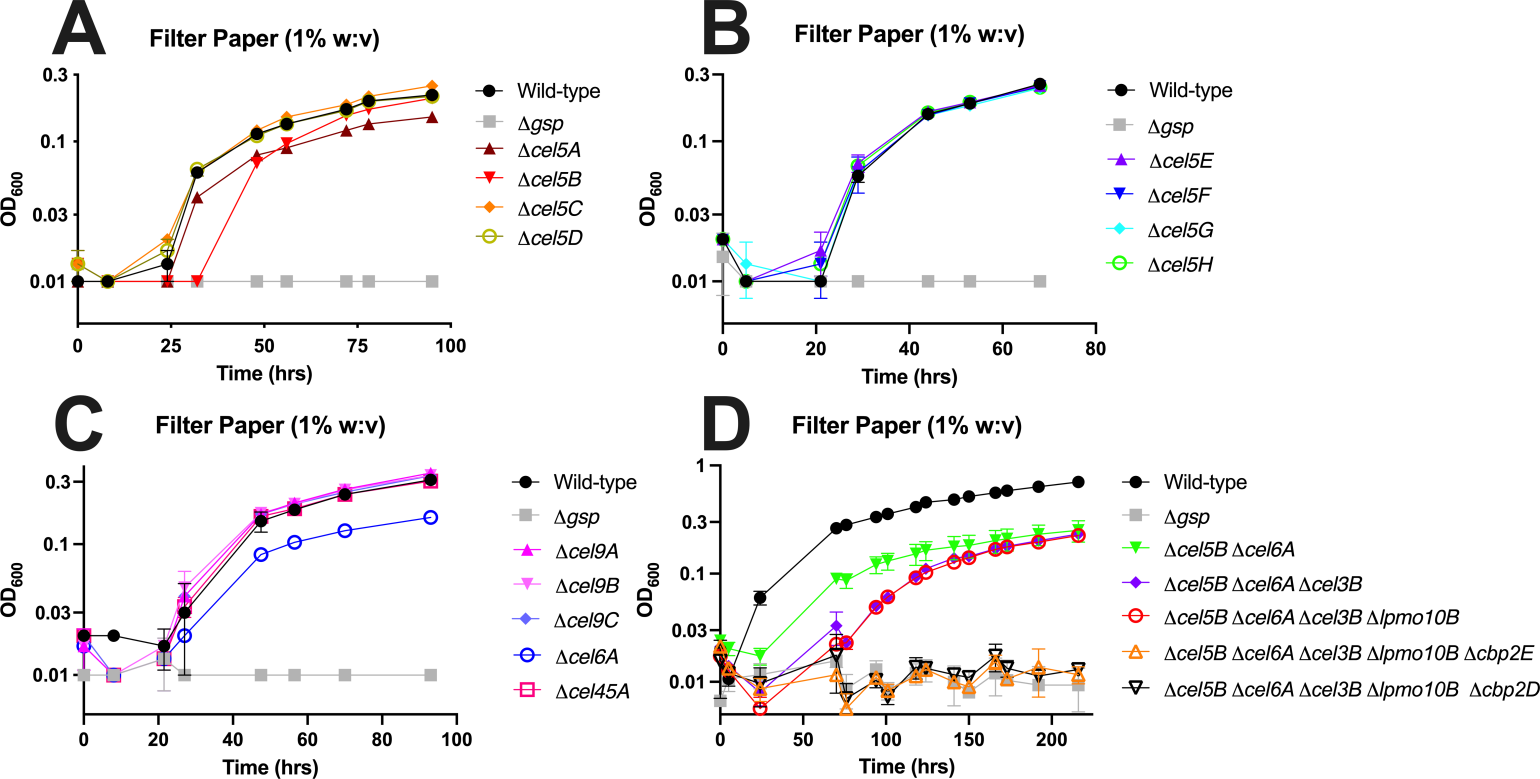
Growth analysis of *C. japonicus* mutant strains grown using insoluble cellulose as the sole carbon source. (**A**) Single mutants of the *cel5A-D* genes; (**B**) single mutants of the *cel5E-H* genes; (**C**) single mutants of the *cel9A-C*, *cel45*, and *cel6A* genes; (**D**) multi-mutant strains. In all panels, wild-type and a Δ*gsp* mutant are show as positive and negative controls, respectively. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen.

The next series of growth experiments used strains that had combinations of cellulase-encoding genes deleted to identify those essential for cellulose deconstruction. In addition to the *cel5B* and *cel6A* genes, some strains also included *cel3B*, which encodes a β-glucosidase that has a high specificity for cellobiose. The *lpmo10B*, *cbp2D*, and *cbp2E* genes were also included based on the enzymatic activity of the former gene and the upregulation on the filter paper of the latter two genes. As shown in Fig. 2D, increasingly complex mutant strains were constructed and then grown in insoluble cellulose to identify growth defects. A Δ*cel5B* Δ*cel6A* double mutant had a protracted lag phase (~24 hours) during which there was a slight reduction in OD_600_, but a similar growth rate to wild-type between 24 and 70 hours. However, the Δ*cel5B* Δ*cel6A* double mutant ultimately had a 65% lower final OD_600_ compared to wild-type (0.25 compared to 0.71). A Δ*cel5A* Δ*cel6A* Δ*cel3B* triple mutant had an initial drop of OD_600_ over the first 50 hours of growth but then recovered to attain a maximum OD_600_ that was similar to that of the Δ*cel5B* Δ*cel6A* double mutant. Interestingly, the addition of a Δ*lpmo10B* mutation did not result in growth dynamics different from the triple mutant. The most striking results were observed when a Δ*cbp2D* or Δ*cbp2E* mutation was added to the quadruple mutant. Specifically, both the Δ*cel5A* Δ*cel6A* Δ*cel3B* Δ*lpmo10B* Δ*cbp2D* and Δ*cel5A* Δ*cel6A* Δ*cel3B* Δ*lpmo10B* Δ*cbp2E* strains were completely unable to grow using insoluble cellulose, which mirrors the phenotype observed for a Δ*gsp* mutant.

### Heterologous expression of *C. japonicus* cellulase-encoding genes enables growth using cellobiose and soluble cellulose in *E. coli*

To determine if the minimally required genes for cellulose deconstruction in *C. japonicus* could also serve as the minimally sufficient genes for the same process, they were next expressed in *E. coli* W (48). The selection of *E. coli* W was intentional due to the ability of this strain to stably harbor large plasmids of up to 100 kb (48) and its use in industrial settings (49).

A series of three plasmids were constructed from a derivative of pUC18 (50) that had a kanamycin cassette and with all genes being expressed from the P*lac* promoter. The pCEL1 vector contained only the *C. japonicus cel3B* gene; the pCEL3 vector contained the *C. japonicus cel5B*, *cel3B*, and *cel6A* genes in that order; and the pCEL6 vector contained the *C. japonicus cel6A*, *cbp2E*, *cbp2D*, *lpmo10B*, *cel3B*, and *cel5B* genes in that order (Fig. S4).

As expected, all plasmid-harboring strains were able to grow well on glucose and achieved maximum OD_600_ by 15 hours (Fig. S5). When grown using cellobiose as the sole carbon source, the strains with pCEL1, pCEL3, or pCEL6 were able to grow to an OD_600_ slightly over 1.0 (Fig. 3A). Interestingly, the growth of these strains appeared to be biphasic; however, this may be due to the fact that native *E. coli* W has some capacity to use cellobiose as a carbon source (48), which we also observed. When tested on the largest soluble cellodextrin (cellohexaose), the pCEL1 strain was unable to grow, but the pCEL3 and pCEL6 strains grew well and achieved OD_600_ slightly over 1.0 (Fig. 3B). When grown using carboxymethylcellulose (CMC), which is a soluble derivative of cellulose, the vector-only control (VOC) strain was unable to grow, which was expected (Fig. 3C). Additionally, the pCEL1 strain, which only expressed the *cel3B* β-glucosidase-encoding gene, was also unable to grow. In contrast, the pCEL3 and pCEL6 strains, which contain the *cel5B* endoglucanase-encoding gene and the *cel6A* cellbiohydrolase-encoding gene, were able to grow after a substantial lag phase (~60 hours).

**Fig 3:**
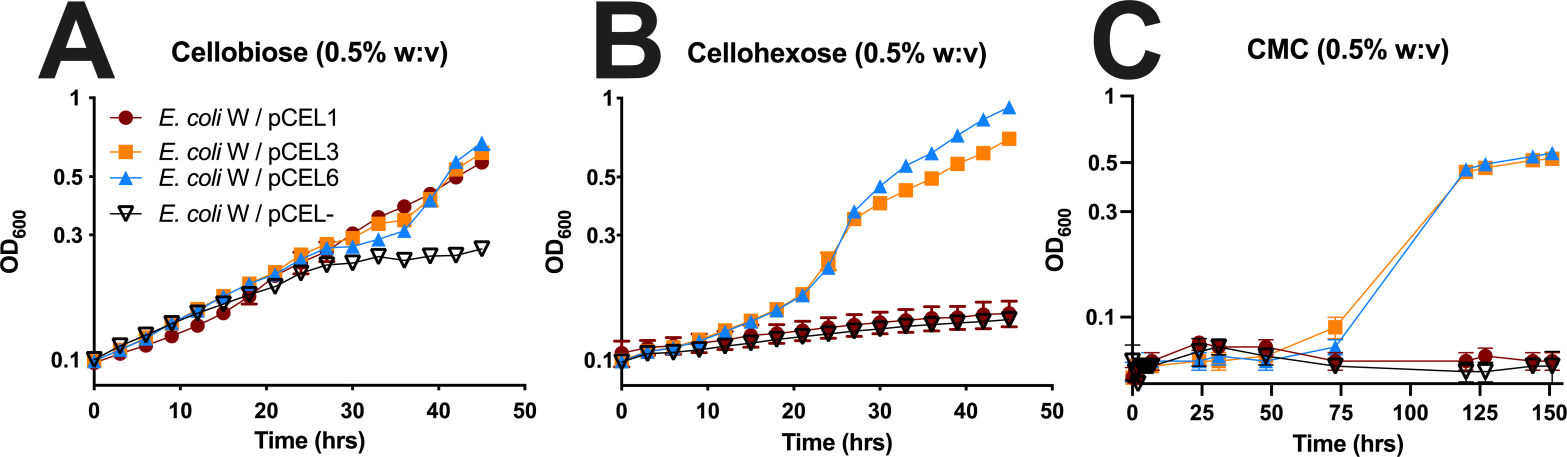
Growth analysis of engineered *E. coli* W strains expressing *C. japonicus* genes that encode cellulases during growth on cellulosic substrates. (**A**) Cellobiose; (**B**) cellohexose; (**C**) carboxymethyl cellulose (CMC). A vector-only control (VOC, pCEL-) is also shown for each condition tested. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen.

The next series of growth experiments used insoluble cellulose as the sole carbon source, specifically filter paper and two types of acid-pretreated microcrystalline cellulose (Avicel), phosphoric acid swollen cellulose (PASC), and hydrochloric acid swollen cellulose (HASC). For all three substrates, none of the pCEL-harboring *E. coli* W strains were able to grow (Fig. S6). The addition of glutathione, which has previously been used to increase the activity of LPMOs, did not improve growth under any condition (data not shown). For comparison, the growth of wild-type *C. japonicus* using PASC was considerably poorer, both in terms of the growth rate and maximum OD_600_, than on filter paper. Regardless of insoluble cellulose type, we observed that *C. japonicus* had a sharp drop in OD_600_ in the first few hours before recovering, with the best growth using filter paper and HASC (FP max. OD_600_ of 0.66; HASC max. OD_600_ of 0.76), and poorer growth using PASC (max. OD_600_ of 0.35).

To determine if the long lag phase of the pCEL3 and pCEL6 strains when grown using CMC and the inability grow on filter paper was due to the heterologously expressed CAZymes not being exported or having poor activity, a Congo Red staining assay (43) was used to detect the secreted endocellulase activity. As shown in Fig. 4, *C. japonicus* wild-type and a Δ*gsp* mutant were used as positive and negative controls, respectively, to identify areas of CMC degradation. Wild-type *C. japonicus* had a large zone of clearing from the secreted cellulase activity, while the Δ*gsp* mutant had a very small zone of clearing caused by the cellulase activity from lysed cells. As expected, all zones of clearing were enlarged with increased incubation times (48 vs 96 hours). The VOC and pCEL1 strains of *E. coli* W had no zone of clearing at any time, while the pCEL3 and pCEL6 strains had distinct zones of clearing that increased from 48 to 96 hours, indicating that the *C. japonicus* genes were being expressed in *E. coli* W and that the encoded cellulases were active and nonspecifically exported out of the cell.

**Fig 4:**
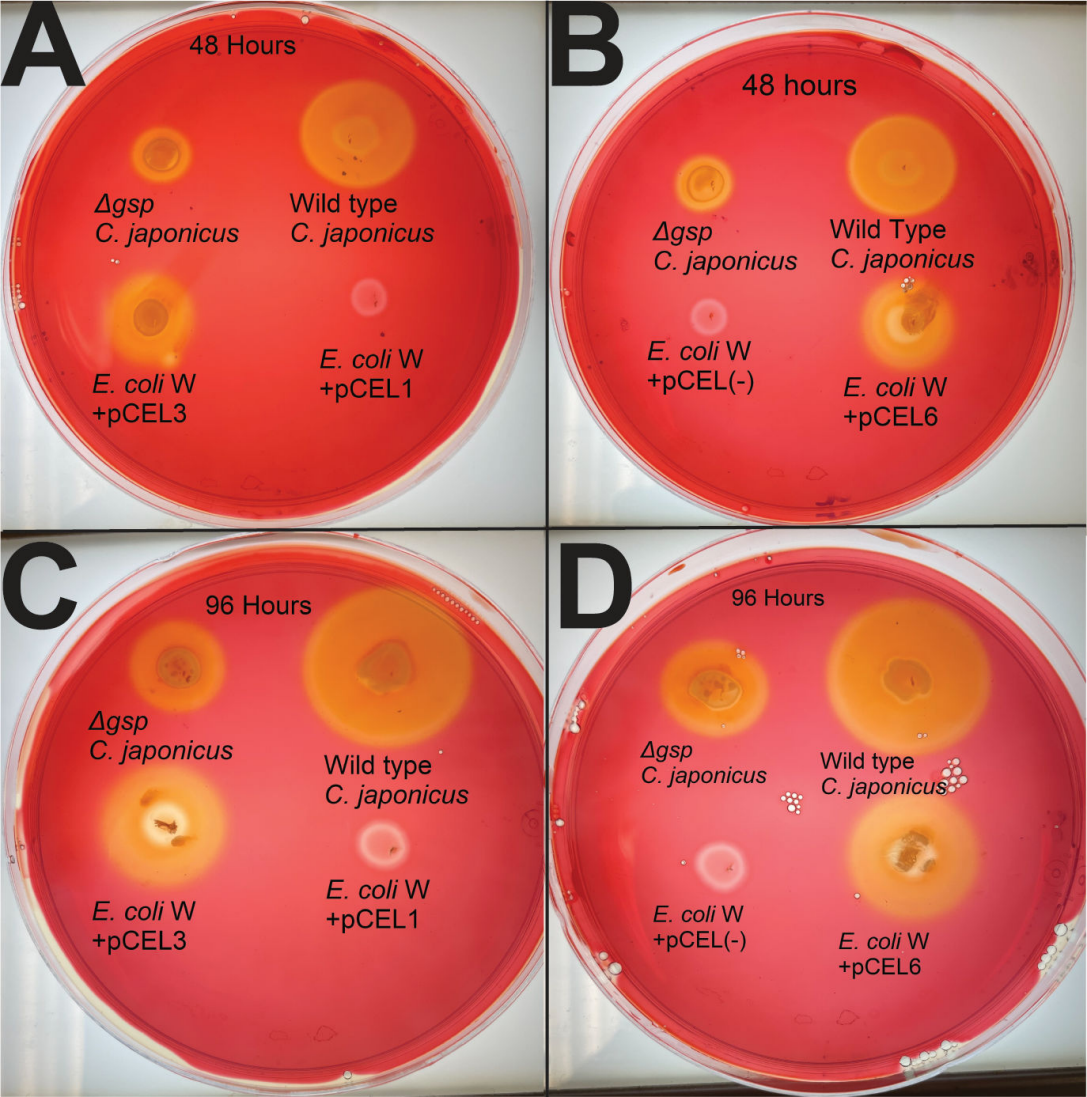
Congo Red staining of CMC agar plates with engineered *E. coli* W strains expressing *C. japonicus* genes that encode cellulases. Wild-type *C. japonicus* and a Δ*gsp* mutant are shown as positive and negative controls, respectively. (**A and B**) 48 hour incubation before staining. (**C and D**) 96 hour incubation before staining.

### Cellodextrin and glucose uptake by *C. japonicus* during cellulose degradation are efficient

A combination of thin layer chromatography (TLC) and an enzymatic glucose assay was used to determine what cellodextrins were being generated during *C. japonicus* insoluble cellulose degradation. A TLC solvent system previously published for starch oligosaccharides (40) was able to resolve glucose and cellodextrins with a degree of polymerization (DP) between 2 and 4. Larger soluble cellodextrins (cellopentose and cellohexaose) remained at the origin of application (Fig. 5). Acid hydrolysis of larger (DP >5) cellodextrin standards resulted in complete conversion to glucose that was detectable by TLC.

**Fig 5:**
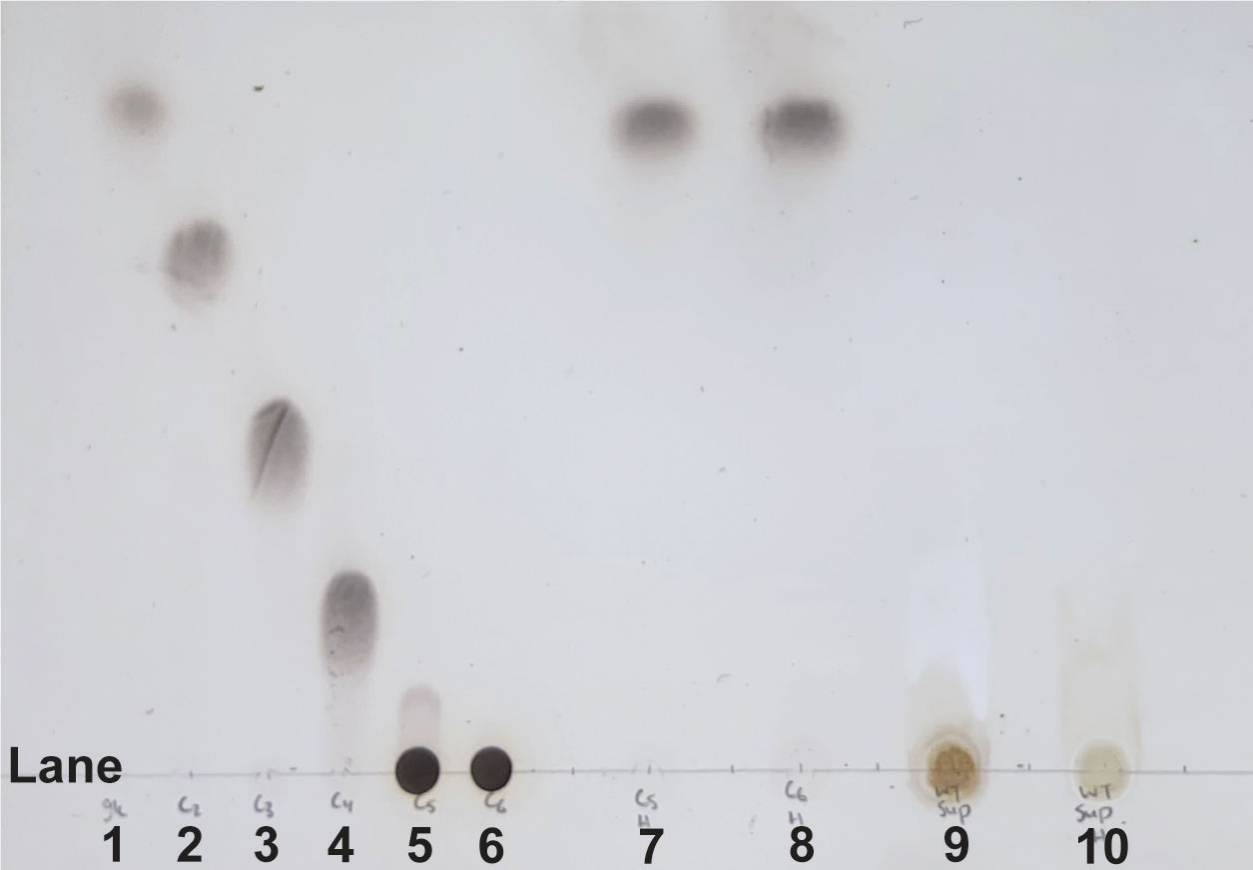
TLC analysis to identify glucose or cellodextrins released into the medium during *C. japonicus* growth using insoluble cellulose. Lanes 1–6 show standards that include glucose, cellobiose, cellotriose, cellotetrose, cellopentose, and cellohexaose, respectively. Lane 7 shows acid hydrolyzed cellopentose, and Lane 8 shows acid hydrolyzed cellohexaose. Lane 9 shows the supernatant from a T_120_ culture of *C. japonicus* that was treated with kanamycin at T_72_. Lane 10 shows an acid-hydrolyzed supernatant from a T_120_ culture of *C. japonicus* that was treated with kanamycin at T_72_.

To identify the cellodextrins generated *in vivo*, a late exponentially growing culture of *C. japonicus* using filter paper was treated with kanamycin to kill the cells but allow cellulose degradation to continue. After a 48 hour incubation, where we observed no increase in OD_600_, supernatant samples were collected and filtered. Supernatant analysis by TLC did not detect any cellodextrins or glucose. There was a dark spot at the origin like that of cellohexaose. Acid hydrolysis of the filtered supernatant did not yield any detectable glucose or cellodextrins. A control experiment using serial dilutions of a 10 mM glucose standard determined that the detection limit for the TLC was approximately 0.2 µg glucose (Fig. S7).

A previous study examined glucose and cellobiose uptake in *C. japonicus* and found that by 15 hours of growth, all glucose (16 mM starting concentration) had been consumed (22). During the same timeframe, a parallel culture of C. *japonicus* was able to consume approximately 90% in a cellobiose medium (18 mM starting concentration). To determine if larger cellodextrins are consumed at a similar rate, we grew *C. japonicus* using glucose, cellobiose, or cellohexaose, each with equivalent glucose starting molar concentration, as the sole carbon source for 15 or 24 hours and then removed biological triplicate samples. As shown in Fig. 6A and B, *C*. *japonicus* has a slightly faster growth rate on cellodextrins compared to glucose (e.g., 0.32 gen/hr compared to 0.23 gen/hr when using cellohexose). Samples taken from cellodextrin media were incubated with a β-glucosidase to cleave any remaining cellodextrins to glucose before performing a glucose detection assay. Our results for glucose and cellobiose were similar to those previously observed, specifically that by 15 hours the majority of substrate was consumed. While there was slightly more glucose at 15 hours compared to 24 hours, both values were below the limit of quantitation. Interestingly, we calculated that less than 0.2% cellohexaose remained in the medium after 15 or 24 hours (Fig. 6C).

**Fig 6:**
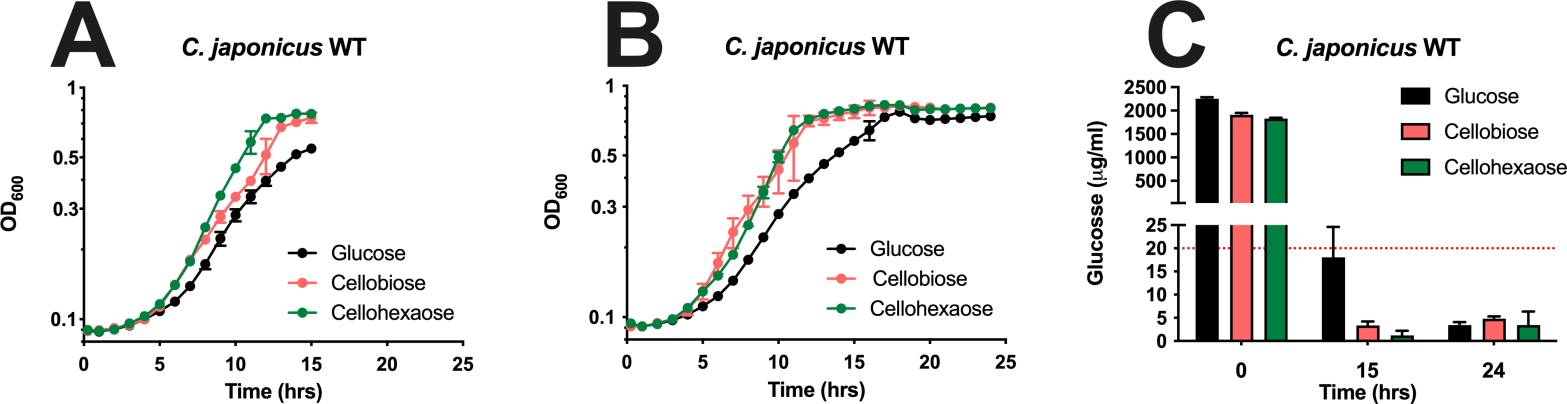
Growth and sugar assays to calculate the concentration of monosaccharide/oligosaccharide remaining in the medium after 15 (**A**) and 24 (**B**) hours of incubation. Wild-type *C. japonicus* cells were grown in the defined medium with either glucose, cellobiose, or cellohexaose as the sole carbon source. For cellobiose and cellohexaose, an exogenous β-glucosidase was added to convert all cellodextrin to glucose before quantitation. Starting sugar concentrations were also measured as controls (**C**). All oligosaccharides were reduced to glucose before quantification, with error bars representing standard deviation from biological triplicate experiments.

To further test the glucose-scavenging capacity of *C. japonicus*, we performed growth experiments with stepwise reductions in glucose (Fig. 7A). As expected, with decreasing glucose concentration, there was a reduction in growth; however, a surprising result was that *C. japonicus* was unable to grow using 63 and 31 μg/mL glucose; however, after 24 hours, there was detectable but not quantifiable glucose (Fig. 7C). While the glucose consumption trends were similar for *E. coli* W, in contrast to *C. japonicus,* the *E. coli* W strain was able to grow using the lowest concentrations of glucose and had a similar initial growth rate for all glucose concentrations tested (Fig. 7B).

**Fig 7:**
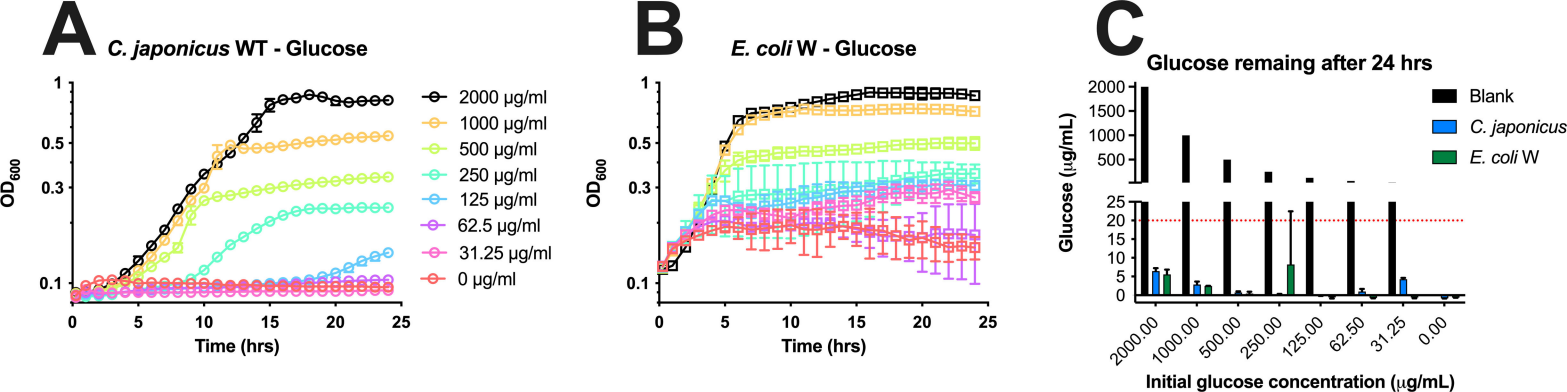
Growth analysis of *C. japonicus* and *E. coli* W with stepwise reduction in the glucose concentration and measurement of remaining glucose after 24 hours. (**A**) *C. japonicus* growth; (**B**) *E. coli* W growth. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen. (**C**) Glucose quantitation after 24 hours, with error bars representing standard deviation from biological triplicate experiments. The black bars represent calculated (not measured) initial glucose values.

The final series of experiments specifically examined the D*cbp2D* or Δ*cbp2E* single-mutant strains when grown using cellodextrins to assess if the Cbp2D or Cbp2E proteins were important for insoluble cellulose only, or if they were also important for cellodextrin utilization. As expected, WT *C. japonicus* was able to grow using DP2-6 cello-oligosaccharides and the Δ*cbp2D* or Δ*cbp2E* single-mutant strains grew similarly to WT, both in terms of the growth rate and maximum growth achieved (Fig. S8).

## DISCUSSION

With the current study, we have provided further evidence for the importance of Cel5B and Cel6A in *C. japonicus* cellulose degradation, found negligible functional redundancy, highlighted the importance of two carbohydrate-binding proteins (Cbp2D and Cbp2E), and revised the model to include efficient cellodextrin and glucose transport as part of an environmental strategy to maximize the energetic economics for bacterial cellulose utilization.

### *C. japonicus* CAZyme-encoding gene expression varies little during deconstruction of crystalline insoluble cellulose regardless of the growth rate

A prior transcriptomic report for *C. japonicus* grown using microcrystalline Avicel observed biphasic growth and numerous changes in CAZyme-encoding gene expression between exponential-growth and stationary-phase cells (21). Avicel is an insoluble cellulose substrate with 60%–70% crystalline and 30%–40% amorphous regions (51), which the authors hypothesize was the reason for the observed *C. japonicus* growth dynamics. *C. japonicus* likely degraded the amorphous areas prior to more recalcitrant regions, which is supported by the higher efficacy of CAZymes on non-crystalline regions of cellulose (21). To ascertain gene expression patterns that more accurately reflect environmentally and industrially relevant types of cellulose, we performed an RNA-seq analysis using filter paper, which is substantially more crystalline than Avicel (51). An additional rationale for using filter paper instead of Avicel was that this substrate has a reduced weight-to-surface area ratio that is more representative of ecological conditions and presents a greater challenge for enzymatic degradation.

There were two major observations from the *C. japonicus* RNA-seq analysis. The first was the strong evidence for a substrate-sensing mode of gene regulation. For both the exponential- and stationary-phase comparisons for glucose versus cellulose-grown cells, there were several significantly upregulated CAZyme-encoding genes, including *cel5B*, *cel6A*, *lpmo10B*, *cbp2D*, and *cbp2E* (Tables S2 and S3). Furthermore, MA plot analysis indicated that these genes were not only differentially expressed compared to glucose but were also highly expressed and provided further evidence that *cel3B* is constitutively expressed at a high level (Fig. 1). 

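The *cel3B* gene was the highest of the 17 cellulase-encoding genes in both phases on filter paper, at rank 31 of the genes tested in exponential and 27 in stationary phase. The 6 genes *cel3B*, *lpmo10B*, *cel6A*, *cel5B*, *cbp2D* and *cbp2E* had a median percentile of 93.3 in exponential phase, and 0.03% of random lists had a median as high. In stationary phase their median percentile was 96.5. Within this list *lpmo10B* was at ranks 35 and 39, *cel6A* at 87 and 109 and *cel5B* at 417 and 149, in exponential and stationary phase. The genes *cbp2D* and *cbp2E* were at ranks 1292 and 1054 in exponential phase, the lowest of the list, and both were under the 50th percentile without exponential replicate 3. These are ranks of RPKM, which is divided by gene length. The paper's mean of normalized counts is not, so a long gene can rank higher by that measure. All 6 genes of the list had a log2 fold change above 0, with a median of 0.13, although that of *cel6A* was -0.02 with RPKM as deposited. Those of *cel6A*, *cbp2D* and *cbp2E* were below 0 without exponential replicate 1, and that of *lpmo10B* was -0.03 without stationary replicate 1. None passed the adjusted p over all genes in limma, 1 had an unadjusted p under 0.05, and 1, *cel5B*, passed adjusted over the list alone, while over all genes *cel5B*, *cel3B* and *lpmo10B* (limma adjusted p = 0.0466 for the last) passed without stationary replicate 3, and *cel5B* also with RPKM as deposited and with the replicate block. The camera test of limma gave this list an adjusted p of 0.0434 with a preset correlation of 0.01 between genes, which became 0.0546 with TMM-like scaling and 0.448, 0.0614, 0.133 and 0.0862 without exponential replicate 1 or 2 or stationary replicate 1 or 2, and in stationary replicate 3 the median of the list lay inside the range of the exponential libraries. With an estimated correlation none of the 32 lists tested passed (smallest limma camera adjusted p 0.492). The list was chosen by the study and is not independent evidence.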

What was striking was that there were no significantly upregulated CAZyme-encoding genes when we compared exponential- versus stationary-phase cellulose-grown cells. 

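Of the 158 CAZyme-encoding genes, 124 had a log2 fold change below 0 and 34 above 0, with a median of -0.08, and limma camera with the preset correlation gave an adjusted p of 3.72e-04 for a lower level in stationary phase, which was lost with an estimated correlation. The lower level rests on stationary replicates 1 and 2, with medians of 164 and 167 RPKM after scaling, while stationary replicate 3, at 179.64 RPKM, lay above the 176.12 to 179.51 RPKM of the exponential libraries. The 17 cellulase-encoding genes had 8 above and 9 below 0 (limma camera adjusted p = 0.375). Their mean log2 fold change was 0.08, while their median lay below 0 and changed its sign with the scaling. The median log2 fold change was -0.11 for the 17 pectinase genes, 16 of them lower (limma camera adjusted p = 0.0134), and -0.12 for the 21 starch enzyme genes (limma camera adjusted p = 0.0344). Neither call held with an estimated correlation, the pectinase median of stationary replicate 3 lay inside the range of the exponential libraries, that of the pectinase genes was lost without exponential replicate 2 or stationary replicate 1 (limma camera adjusted p = 0.0505 and 0.0781), and that of the starch enzyme genes with RPKM as deposited (0.0931) and without any library but exponential replicate 1 or stationary replicate 3 (0.175, 0.0593, 0.133 and 0.0803 in the order of the libraries). The 8 mannanase genes, the 8 chitinase genes and the 26 xylanase and arabinofuranosidase genes had medians of -0.11, -0.10 and -0.06 and did not pass (limma camera adjusted p = 0.0554, 0.0566 and 0.0700), but did without stationary replicate 3 (0.0404, 0.0390 and 0.00370), as did the chitinase genes without exponential replicate 2 (0.0188). None of the genes of these enzyme lists passed adjusted over the list alone in limma, and 2, both starch enzyme genes, had an unadjusted p under 0.05. The 8 genes matched of the *gsp* secretion operon of Table S1 were all higher in stationary phase, with a median log2 fold change of 0.23 (limma camera adjusted p = 5.65e-05), a call also lost with an estimated correlation. In stationary replicate 3 the *gsp* median was 215 RPKM after scaling, above the 198 to 208 RPKM of the exponential libraries. Of the *gsp* genes, 3 passed adjusted over the list alone and none over all genes in limma, with 4 at an unadjusted p under 0.05, though *gspD*, *gspE*, *gspF* and *gspG* passed over all genes without stationary replicate 3 and *gspD* with the replicate block. From the absence of upregulated CAZyme-encoding genes between the phases, the paper proposes that filter paper, being highly recalcitrant, requires the same cellulases at any growth rate.

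**Figure D3:**
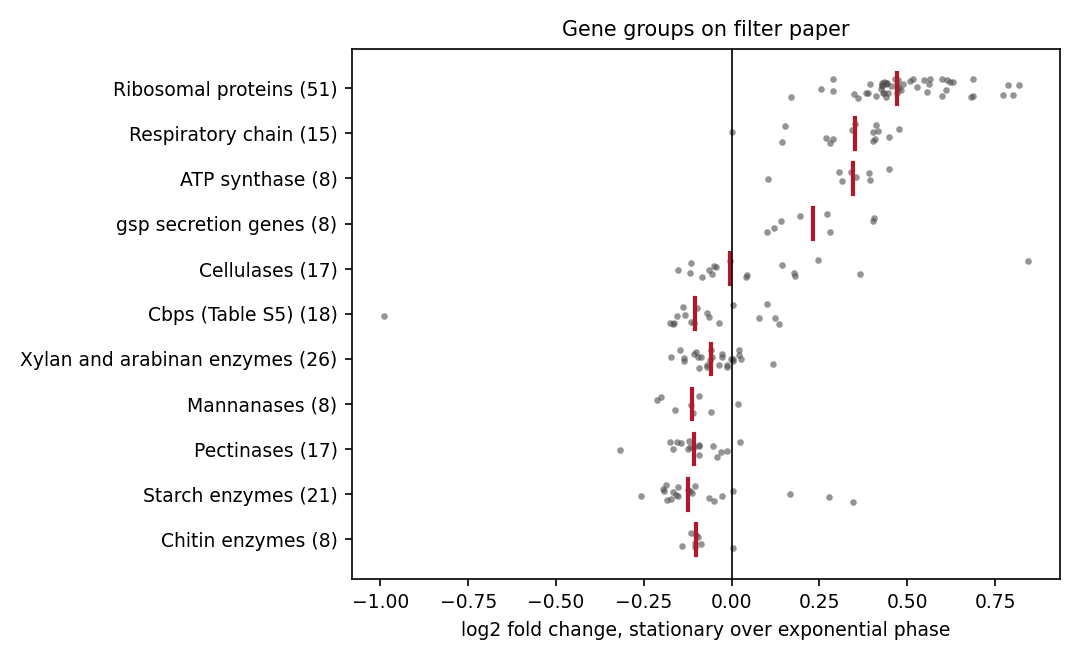
Log2 fold change, stationary over exponential phase (x axis), of each gene (points) by gene group, with the group's median (red line) and the number of genes tested in parentheses. The ribosomal protein genes lie above 0, while among CAZyme-encoding genes *cel5B* and *cbp6A* lie farthest from it.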

We hypothesize this is due to the highly recalcitrant nature of filter paper and the requirement of the same suite of cellulases required to deconstruct it, regardless of growth rate. Specifically examining CAZyme-encoding genes, *C. japonicus* has eight genes predicted to encode GH5 enzymes and three genes predicted to encode GH9 enzymes; however, only *cel5B*, *cel5E*, and *cel5G* were significantly upregulated under cellulose conditions. 

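Among the GH5 genes, *cel5B* and *cel5A* (CJA_1462) were the highest in both phases on filter paper, *cel5A* with 286 ± 60.1 RPKM in exponential and 306 ± 21.7 RPKM in stationary phase (SD, n = 3 libraries each). The *cel5C* (CJA_3369) gene had 174 ± 19.4 and 197 ± 4.54 RPKM, a log2 fold change of 0.25 (standard error 0.09, limma adjusted p = 0.380), and *cel5D* (CJA_3010) had 189 ± 20.4 and 172 ± 29.0 RPKM. The *cel5E* gene had 157 ± 20.0 RPKM in exponential phase (SD, n = 3). Lowest of the GH5 genes were *cel5F* (CJA_2959) at percentile 5.48 and *cel5H* (CJA_0619) at percentile 1.89 in exponential phase. Among the GH9 genes, *cel9B* (CJA_1633) was at percentile 24.2 in exponential and 35.2 in stationary phase, and *cel9C* (CJA_3804) at 36.0 and 36.9. With all libraries and the main settings, none of the GH5 and GH9 genes passed the adjusted p between the phases in limma. The *cel5B* gene passed under the alternatives given for it, and those of the other genes are not given here. With the main settings *cel5B* and *cel5C* had an unadjusted p under 0.05 in limma.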

Comprehensive mutational analyses found that only the Δ*cel5B* mutant elicited an observable growth defect (Fig. 2); however, it should be noted that this strain was still able to achieve a WT level of maximum growth. This result suggests that other endoglucanases (possibly from the GH5 family) can compensate for the loss of Cel5B. An alternative explanation is that the proteins that we categorized as the minimal core set can still degrade cellulose, albeit at a reduced rate in the absence of Cel5B. Future work to parse these two options could include the construction of strains that have multiple genes that encode GH5 and/or GH9 enzymes in *C. japonicus* or RNA-seq analysis of the Δ*cel5B* mutant to identify these compensating enzymes and determine if the cellulose-detection ability of *C. japonicus* is significantly altered if the major endoglucanase is absent. Other bacteria have been reported to regulate gene expression via substrate sensing, with one example being *Fibrobacter succinogenes,* where collection of CAZyme-encoding genes was significantly upregulated when cells were grown using insoluble cellulose compared to cellobiose or glucose (52). However, the ability of *C. japonicus* and *F. succinogenes* to sense cellulose is likely different from other bacteria proficient at cellulose deconstruction. Two reports using *Clostridium thermocellum* found that CAZyme-encoding gene expression was dependent on the growth rate (53) (54), and a later study using *C. thermocellum* grown using lignocellulosic biomass found that cellulosome protein-encoding genes were significantly upregulated using recalcitrant biomass compared to cellobiose independent of the growth rate (55).

The second notable, and unexpected, observation was the large number of nutrient transporters upregulated during cellulose-dependent growth. The upregulation of multiple ABC transporters and components of TonB-dependent transports (TBDTs) suggests that *C. japonicus* uses these mechanisms to import cellodextrins (Tables S2 and S3). 

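Of the 51 genes that Tables S2 and S3 describe as ABC transporter components, 44 had a log2 fold change below 0 between the phases on filter paper, with a median of -0.11 (limma camera adjusted p = 6.75e-05 with the preset correlation). Of the TonB, ExbB and ExbD genes, 35 were below 0, with a median log2 fold change of -0.13 (limma camera adjusted p = 4.68e-05 with the preset correlation). Both calls were lost with an estimated correlation, and the lower level is that of stationary replicates 1 and 2, since stationary replicate 3 had list medians of 163 and 183 RPKM after scaling, inside the range of the exponential libraries. None of either list passed the adjusted p in limma, over all genes or adjusted over the list alone, and 5 genes of each had an unadjusted p under 0.05, while CJA_2348 and CJA_1239 passed without stationary replicate 3 (limma adjusted p = 0.0481 and 0.0399). The median percentile of the ABC transporter genes was 28.5 in exponential and 24.3 in stationary phase, and that of the TonB list was 37.7 in stationary phase. The highest ABC transporter gene was CJA_2348, with 301 ± 1.29 RPKM in exponential and 254 ± 36.4 RPKM in stationary phase (SD, n = 3 libraries each). Next came CJA_1239, CJA_2347 and CJA_2252, with 261, 252 and 246 RPKM in exponential phase. Both lists were chosen by the study on these libraries and are not independent evidence.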

TBDTs have increasingly been shown as important to bacterial oligosaccharide import, and the types of sugar substrates that are recognized by TBDTs have yet to be exhausted (56). One example found in *Bacteroides thetaiotaomicron* found that SusCD proteins are important for starch oligosaccharide import, but with over 100 predicted TBDTs in this bacterium, there are likely many more substrates to be found (57). For example, there is emerging work that the uptake of levans, a polysaccharide class comprised β−2,6 fructose that shows promise as a prebiotic, by *B. thetaiotaomicron* is also mediated by TBDTs (58–60). Future work from our group aims to identify and characterize the TBDTs from *C. japonicus,* with an emphasis on those that import cellodextrins and other oligosaccharides.

### GH5 functional redundancy is minimal while some carbohydrate-binding proteins have increased importance in *C. japonicus* cellulose deconstruction

The *C. japonicus* genome is predicted to contain over 200 genes that encode carbohydrate-active enzymes, which includes the eight from the GH5 family (14). While CAZyme functional redundancy has been proposed as a feature of microbial communities (61), it is still unclear to what extent CAZymes are redundant within an individual bacterium, but a review of cellulase distribution across taxa suggests that it is likely low (62). Specific to this study, several previous papers suggest that the phenomenon is not present in *C. japonicus* (22, 63, 64); therefore, to better assess which GH5 and GH9 cellulases are required versus accessory, we performed a comprehensive mutational analysis.

Our data suggest little functional redundancy for cellulose deconstruction is found in *C. japonicus*. Growth defects were observed for the sole GH6-encoding gene (*cel6A*) and only for two of the GH5-encoding genes (*cel5A* and *cel5B*). None of the three predicted GH9-encoding or GH45-encoding genes grew differently than wild-type (Fig. 2). It was not surprising that only a few GH5-encoding genes were important for cellulose degradation given that a previous report identified three (*cel5D*, *cel5E*, and *cel5F*) encoded highly active endoxyloglucanases (41). Similarly, GH9 CAZymes have been shown active on β-glucan (65) (66), and ongoing work by our group is using a broad array of glycan substrates to determine the physiologically relevant functions of the uncharacterized *C. japonicus* GH5 and GH9 enzymes.

The current model for cellulose utilization in *C. japonicus* describes the Cbp2D and Cbp2E proteins as accessory to Lpmo10B, with putative roles as electron donors (21). Interestingly, single-gene deletion of *cbp2D* or *cbp2E* had poorer growth than a single-gene deletion mutant of *lpmo10B* in that study. We hypothesize that the absence of a growth defect for the *lpmo10B* mutant is due to the Cbp2D and Cbp2E proteins also being able to act on insoluble crystalline cellulose and being more potent enzymes than Lpmo10B. Lytic polysaccharide monooxygenases (LPMOs) utilize oxidation to break glycosidic bonds where electrons are required to activate molecular oxygen and cleave the glycosidic linkage (67, 68). Electrons can also be provided by small reducing molecules such as ascorbic acid (67) (69) or enzymatically by proteins such as cellobiose dehydrogenases (70). *C. japonicus* does not possess a cellobiose dehydrogenase, but Cbp2D contains a fibronectin type III domain, and this type of domain was shown in *C. thermocellum* to both assist in protein-protein interactions (71) and improve the hydrolysis of cellulose by GH9 CAZymes (72). More recently, the X183 domain of Cbp2D was shown to be a *c*-type cytochrome that, in isolation, could initiate Lpmo10B copper reduction to activate cellulose oxidative cleavage (23). Along with the presence of two additional domains with no known role (X158 and X132), it is possible that Cbp2D may perform more than one cellulose degradation function. A surprising result during the growth analysis was that the *cbp2E* mutant strain grew more poorly using filter paper compared to the *lpmo10B* mutant (Fig. 2D). Comparing the protein sequence of Cbp2D and Cbp2E, the former is 1,122 amino acids and the latter is 350 amino acids. Predicted structures from AlphaFold (via the UniProt database; ID#s: B3PLJ5 and B3PLJ6) suggest the X183 domain protrudes from the rest of the Cbp2D protein and is structurally distant from the CBM2 domain (73, 74). The AlphaFold structure of Cbp2E indicates two domains, one of which is predicted to be a CBM2, connected by a long tether (Fig. S9). Our current hypothesis is that Cbp2D and Cbp2E are working as a heterodimer, which would account for the similar growth phenotypes when either is deleted, and this complex is directly cutting cellulose by a novel mechanism but may also provide the redox power for Lpmo10B function. Ongoing work by our group will continue mutational analysis of the *cbp2D* and *cpb2E* genes to further characterize their roles in insoluble cellulose deconstruction.

The results in this report have led us to predict that other Cbps from *C. japonicus* may have novel mechanisms of polysaccharide degradation. Current gene annotation lists 18 Cbps, specifically six from the CBM2 family (which includes Cbp2D and Cbp2E), three from the CBM6 family, one from the CBM10 family, one from the CBM26 family, two from the CBM32 family, two from the CBM33 family, and three from the CBM35 family (Table S5). The CBM33 proteins in *C. japonicus* have been re-annotated as Lpmo10A and Lpmo10B, and more generally, the CBM33 family has been retired (21, 64, 75). Given that CBM6, CBM10, CBM26, and CBM35 have known roles in the binding of xyloglucan, cellulose/xylan mixtures, starch, or mannans, respectively (76), future work in *C. japonicus* will include a comprehensive mutational analysis of *cbp* genes to provide insights into their physiological functions in the context of polysaccharide utilization. For example, previous RNA-seq experiments in *C. japonicus* have identified *cbp26A* as significantly upregulated when grown using plant mannans, xyloglucan, or starch compared to glucose, and similar comparative analyses will help prioritize gene targets in subsequent mutational studies (34, 35, 63).

### The essential cellulases for *C. japonicus* cellulose utilization are also minimally sufficient to enable robust cellodextrin and soluble cellulose growth in *E. coli*

Substantial previous work has attempted to engineer *E. coli* strains to produce CAZymes, with the goal of many studies being the production of a consolidated bioprocessor, which has been met with limited success. For example, a previous study over-expressed the *C. japonicus cel3A* and *cel3B* genes in *E. coli* MG1655, which resulted in negligible growth on insoluble cellulose even when coupled with cellulases from *Bacillus sp*. D04 (77). These lackluster results are unsurprising given the numerous challenges of heterologously expressing genes in *E. coli*, some of which include strain choice, gene expression, protein activity, and protein trafficking. Our work sought to build from previous attempts and produce an engineered strain of *E. coli* with improved cellulose utilization capabilities.

In terms of strain selection, *E. coli* K-12, which contains a silenced *bgl* operon (78), was deemed an unsuitable chassis; however, *E. coli* W has limited capacity to use cellobiose and can harbor large plasmids. Growth of the engineered strain using cellodextrins indicated that expression from pCEL plasmids resulted in active *C. japonicus* enzymes (Fig. 3); however, it is unclear if the physiologically relevant cellulose cleavage is internal or external in the engineered strain. We hypothesize that the failure of the *E. coli* W/pCEL strains to grow using filter paper is likely due to the poor activity of Lpmo10B and/or Cbp2D/E. The addition of glutathione as an electron donor for Lpmo10B did not enable the *E. coli* W/pCEL6 strain to grow, and we were unable to test ascorbate as an alternative electron donor because *E. coli* W can natively use it as a carbon source (48), which meant that the LPMO was reliant on any redox power provided by Cbp2D/E. Furthermore, given the large size of Cbp2D, it is unclear how much of the protein was exported, and future experiments using either secretomics or Western blotting could address this uncertainty. The Congo Red plate assays indicated that Cel5B was exported and allowed for degradation of CMC (Fig. 4), which suggests that at least some heterologously expressed proteins were released outside of the cell. The export of the *C. japonicus* proteins was nonspecific in the engineered strain and possible due to limited cell leakage or lysis, so future work will use fusions to OsmY or YebF to increase the amount of heterologously expressed protein that is actively secreted, which has been done in other systems (79). Alternatively, an exclusively *in vitro* approach using purified enzymes might also yield some insights regarding how combinations of the identified minimal CAZyme set deconstruct cellulose types of varying solubility.

### Both short-chain and larger cellodextrins are consumed by *C. japonicus* at a similar rate

Thin-layer chromatography of acid-hydrolyzed insoluble cellulose medium yielded no detectable cellodextrins or glucose, which suggested both short-chain and long-chain oligosaccharides were imported into *C. japonicus* rapidly during cellulose degradation (Fig. 5). A previous study had noted that cellobiose consumption by *C. japonicus* was highly efficient (22); however, the consumption rate of larger cellodextrins remained unclear. An assay to measure cellodextrin uptake by *C. japonicus* found that the bacterium was able to consume 99% of cellobiose and cellohexaose after 15 hours (Fig. 6), indicating that the consumption rate of the two cellodextrins was similar. An independent glucose uptake assay to assess *C. japonicus* growth on decreasing glucose concentrations found that efficient glucose uptake was observed with higher glucose concentration, but surprisingly also with low glucose concentrations, even though those lower glucose concentrations did not support growth (Fig. 7B). These data provide further evidence that *C. japonicus* is a polysaccharide utilization specialist and has a growth preference for oligosaccharides over glucose, which contrasts with the *E. coli* W strain that was able to grow using low levels of glucose.

### A revised model for cellulose utilization by *C. japonicus* predicts efficient uptake of cellodextrins and direct polymer cleavage by a Cbp2D/E heterodimer

The existing model for *C. japonicus* cellulose bioconversion emphasizes the importance of the Lpmo10B and Cel5B enzymes, with supporting roles for Cel6A and Cel3B (19). This report refines that model by expanding the view of cellulose utilization in *C. japonicus* at the initial and final stages, specifically the degradation of recalcitrant insoluble cellulose and the import of soluble cellodextrins (Fig. 8). Based on the strength of the *C. japonicus* gene deletion experiments, specifically those with the single and double mutants, we hypothesize that Cbp2D and Cbp2E are working together as a heterodimer in a manner that goes beyond electron transfer to the LPMO. Future *in vitro* enzymatic or structural studies with the Cbp2D and Cbp2E proteins would provide additional evidence for a potentially novel mechanism of insoluble cellulose cleavage in bacteria.

**Fig 8:**
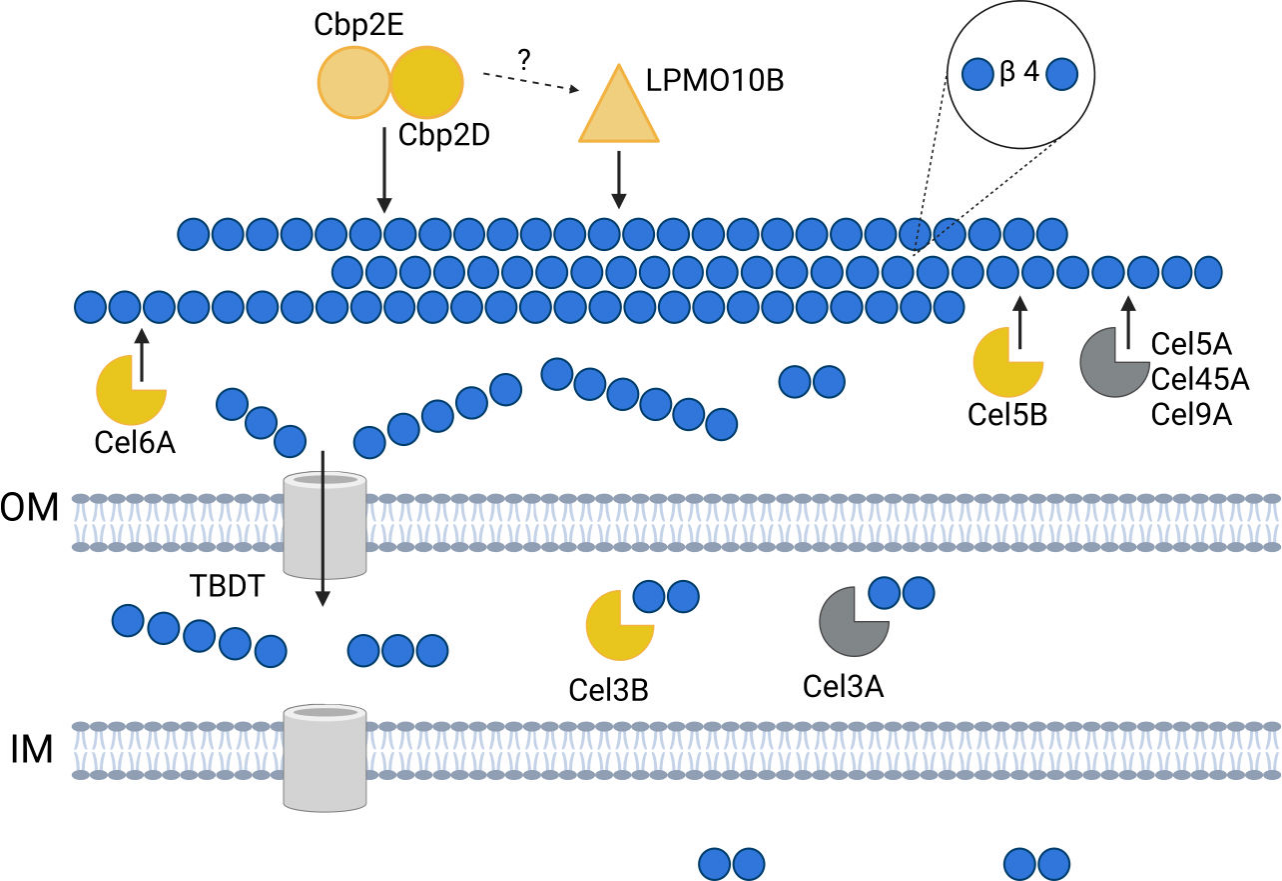
Revised model for cellulose deconstruction by *C. japonicus*. The six enzymes that are essential for cellulose deconstruction are highlighted in yellow, while those in gray have been shown to play secondary roles. The gray tubes in the membranes represent the yet-to-be-identified transporters that are specific for cello-oligosaccharides. Finally, the roles of the Cbp2D and Cbp2E proteins have been updated to include an activity that directly cuts cellulose polymers in addition to the predicted activity of electron transfer to Lpmo10B. This figure was produced using assets from BioRender.

The second, and perhaps more substantial, revision is the inclusion of an efficient mechanism of cellodextrin import after cellulose degradation. We hypothesize that the absence of detectable cellodextrins during cellulose degradation is due to rapid oligosaccharide uptake via TonB-dependent transporters (TBDTs). A previous study examined the abundance of TBDTs over 226 species and proposed that bacteria with an overabundance of TBDTs are robust polysaccharide scavengers (80). *C. japonicus* has 75 genes predicted encoding TBDT components, and two have been characterized due to their importance in chitin oligosaccharide metabolism (81). The use of TBDTs has been proposed to be part of a “selfish mechanism” to maximize nutrient recovery by CAZyme-secreting bacteria, specifically *Bacteroides thetaiotaomicron* (57, 82). Recent studies have suggested that extracellular hydrolysis is mutually exclusive from selfish uptake of oligosaccharides (83) (84); however, these studies focus on marine consortia where the diffusion of secreted enzymes is likely much more pronounced than in terrestrial environments. Consequently, ongoing work by our group is exploring the dynamic between shared goods (e.g., secreted CAZymes by *C. japonicus*) and cellodextrin uptake mechanisms to maximize the energetic return during polysaccharide degradation in an environment. The energetic economics of bacterial recalcitrant polysaccharide utilization was recently reviewed (18), and advances in that area will be broadly applicable to better understanding how microbial communities cooperate or compete in natural environments.

## Data Availability

All cellulose RNAseq data generated during the study were submitted to NCBI GEO under accession number GSE287208.

## SUPPLEMENTAL MATERIAL

File S1 aem.00818-25-s0001.pdf Figures S1 to S9; Tables S1, S4, and S5.

File S2 aem.00818-25-s0002.xlsx Tables S2 and S3.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: The physiological functions of the Cbp2D and Cbp2E proteins are important for insoluble cellulose-dependent growth in Cellvibrio japonicus
**Source:** Appl Environ Microbiol. 2025 Sep 4;91(10):e00818-25. doi: 10.1128/aem.00818-25
**Supplement:** File S1 — Figures S1 to S9; Tables S1, S4, and S5.

**The physiological functions of the Cbp2D and Cbp2E proteins are important for
cellulose-dependent growth in *Cellvibrio japonicus***

Baily E. Kakacek*, Jiabao Liang*, Kyle A. Dickerson, and Jeffrey G. Gardner[#]

Running Title

Cellulose utilization in *C. japonicus*

Keywords

CAZyme, cellodextrin, cellulase, cellulose, *Cellvibrio japonicus*, polysaccharide degradation

Department of Biological Sciences, University of Maryland - Baltimore County
Baltimore, Maryland, USA

*These authors contributed equally to the manuscript. Author order was determined
alphabetically by last name

SUPPLEMENTAL FIGURES

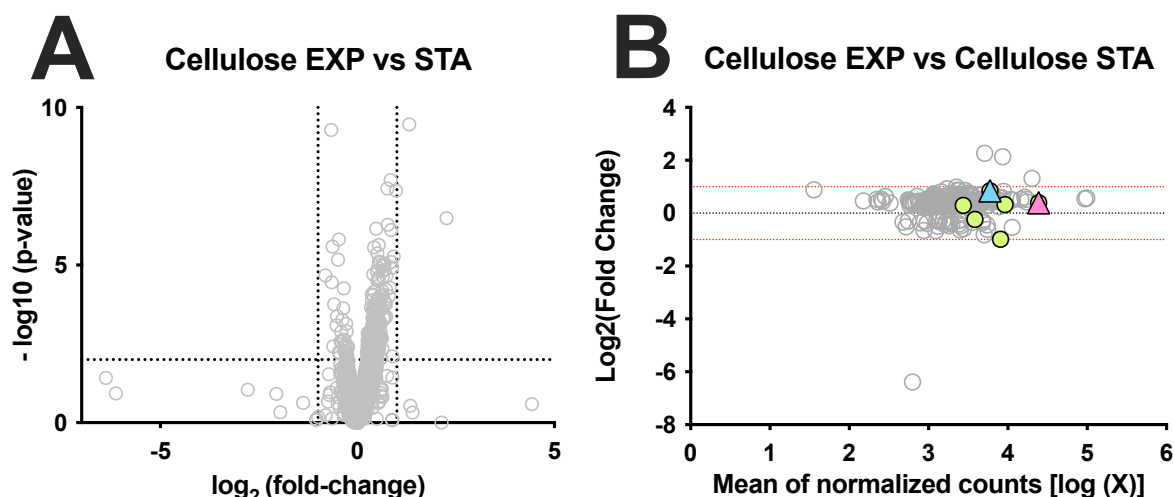

Figure S1. There were no CAZyme-encoding genes or TBDT-encoding genes significantly up-regulated during stationary phase on cellulose compared to exponential growth on cellulose, and only two genes up-regulated overall (CJA_2120 and CJA_2729) (**A**). Differential gene expression of *C. japonicus* cells grown on cellulose during exponential growth compared to stationary phase is shown in the volcano plot. Fold-change ($\log_2$ adjusted) is shown on the X-axis and p -value ($-\log_{10}$ adjusted) is on the Y-axis. Dotted lines represent significant cutoffs for fold-change and p -value (fold-change ≥ 2 and p -value ≤ 0.01). Each grey circle represents a *C. japonicus* gene. The MA plot displays differential expression data of wild-type *C. japonicus* grown using either glucose or filter paper as the sole carbon source. Fold change ($\log_2$) is on the Y-axis and mean of normalized counts ($\log$) is on the X-axis. Genes with a p -value of ≥ 0.01 are excluded from the plot. Dashed lines depict $\log_2$ fold-change thresholds of -1 and 1. (**B**) Cells using insoluble cellulose, exponential phase versus stationary phase. Each open circle represents a *C. japonicus* gene and each green closed circle represents a CAZyme-encoding gene. The blue triangle represented the *cel5B* gene and the pink triangle represents the *cel3B* gene.

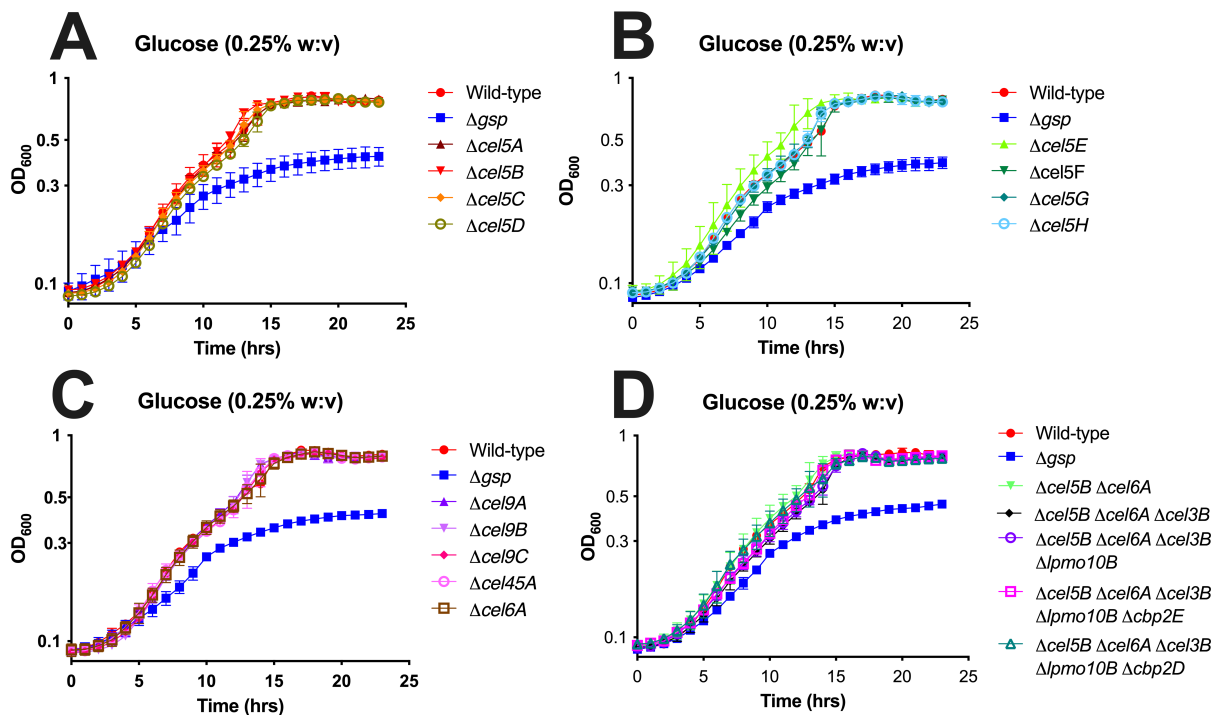

Figure S2. All *C. japonicus* single deletions for genes that encode cellulases all grow like wild-type when using glucose as the sole carbon source in minimal media. **(A)** Gene deletion mutants for *cel5A-D*, **(B)** Gene deletion mutants for *cel5E-H*, **(C)** Gene deletion mutants for *cel9A-C*, *cel45A*, *cel6A*, and **(D)** multi-gene mutants. In all panels, wild-type and a Δgsp mutant are shown as positive and negative controls, respectively. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen.

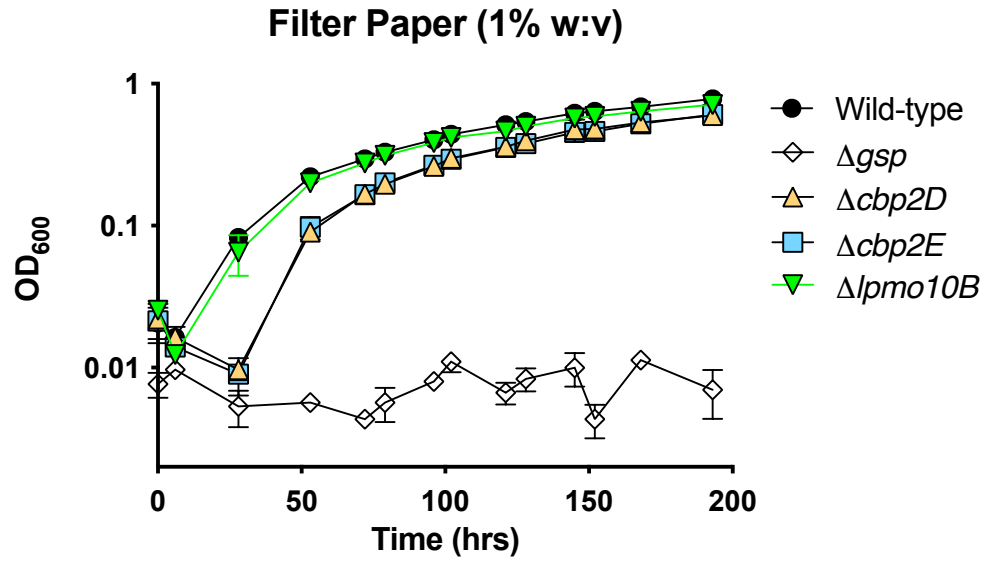

Figure S3. *C. japonicus* wild-type and a $\Delta lpmo10B$ single mutant strain grow similarly using insoluble cellulose (filter paper) as the sole carbon source, while a $\Delta cbp2D$ or $\Delta cbp2E$ single mutant have a reproducible growth defect in the form a pronounced lag phase. The Δgsp strain is included as a negative control. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen.

85

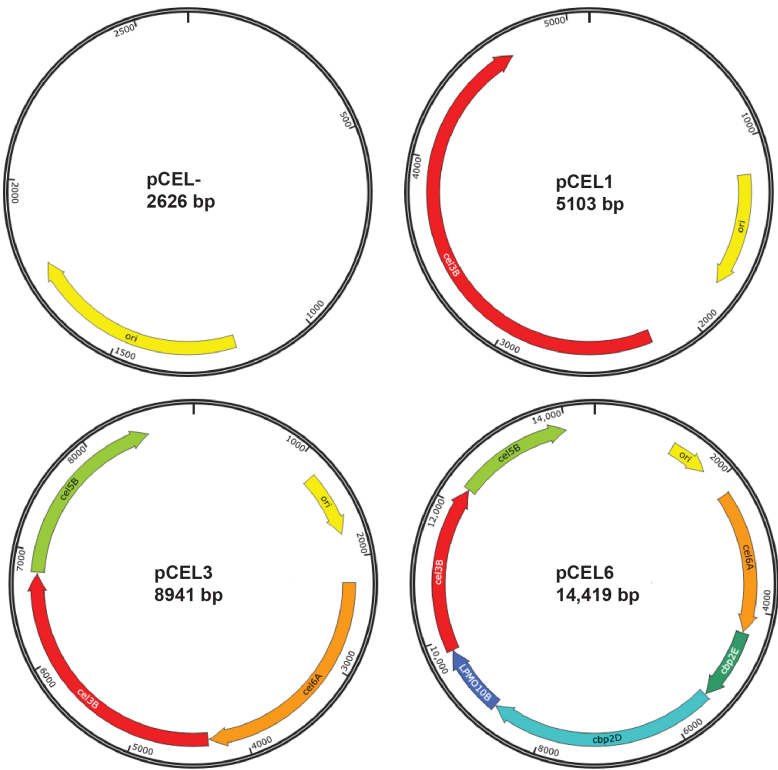

86
87
88
89
90
91
92

Figure S4. Plasmid maps for the pCEL series of vectors used to heterologously express genes that encode *C. japonicus* cellulases in *E. coli*. A kanamycin resistance cassette is present on all plasmids but is not shown. All plasmids have a pMB1 origin of replication and are derivatives of pUC-GW-Kan. Plasmid maps were made using SnapGene software.

93

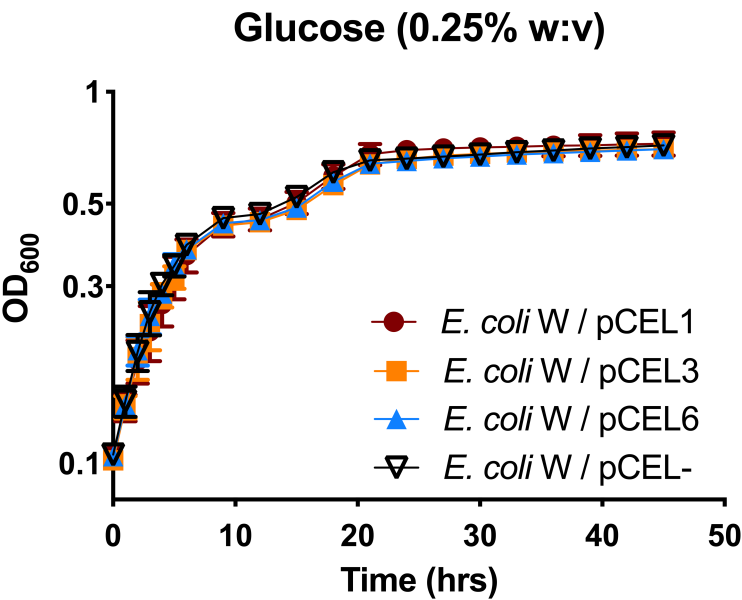

112

Figure S5. *E. coli* W strains containing the pCEL series of plasmids grow similarly when using glucose as the sole carbon source in minimal media. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen.

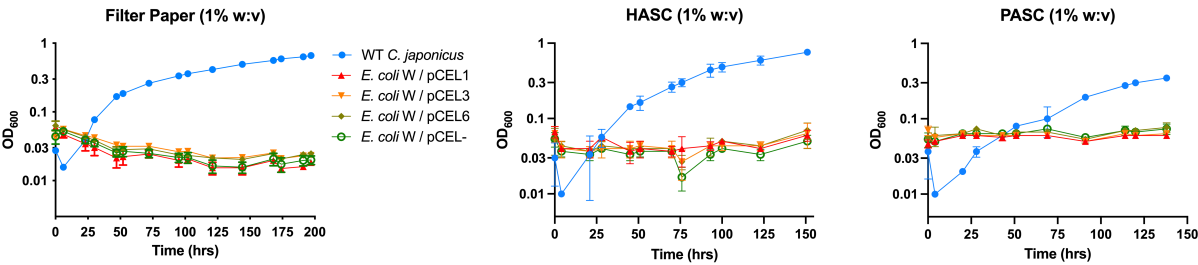

Figure S6. *E. coli* W strains containing the pCEL series of plasmids are unable to grow using insoluble cellulose as the sole carbon source in minimal media. Substrates tested included (A) filter paper, (B) hydrochloric acid swollen cellulose (HASC), and (C) phosphoric acid swollen cellulose (PASC). In all panels wild-type *C. japonicus* was used as a positive control. Error bars represent standard deviation from biological triplicate measurements, but in many cases may be too small to be seen.

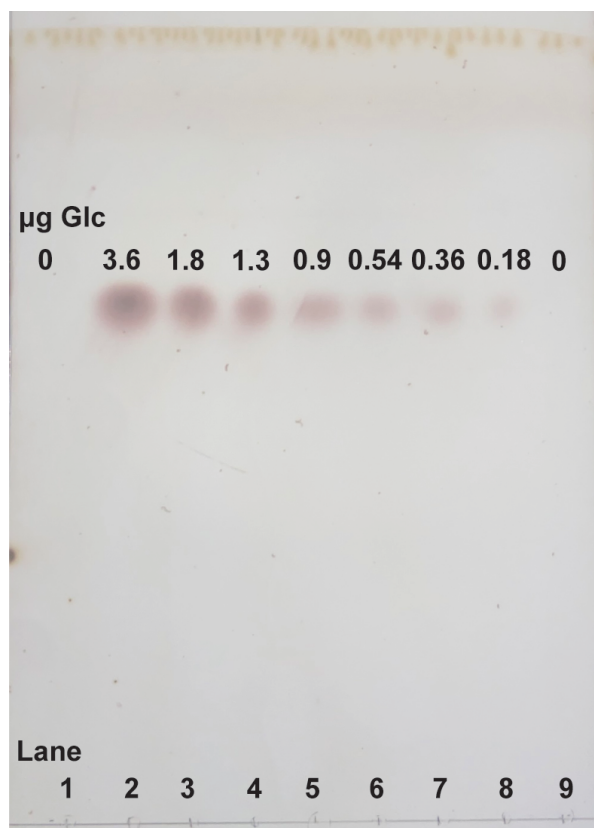

Figure S7. Thin layer chromatography (TLC) with increasing dilutions of glucose to identify the lowest visualizable concentration. Lane 1: Blank; Lane 2: 3.6 µg glucose; Lane 3: 1.8 µg glucose; Lane 4: 1.3 µg glucose; Lane 5: 0.9 µg glucose; Lane 6: 0.54 µg glucose; Lane 7: 0.36 µg glucose; Lane 8: 0.18 µg glucose; Lane 9: 0 µg glucose.

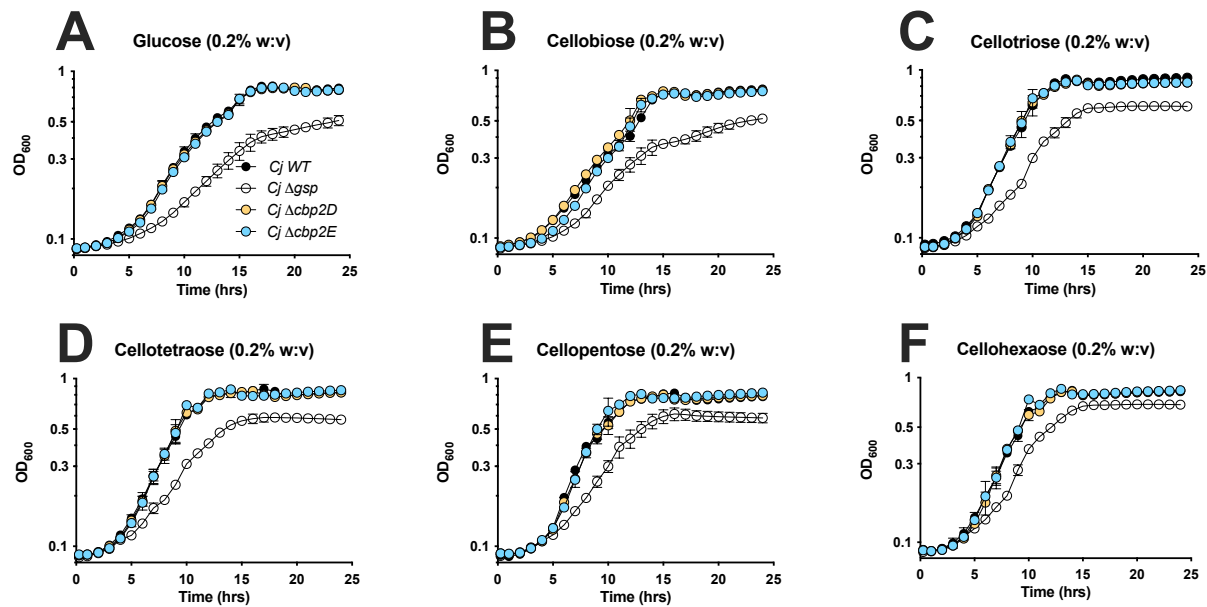

Figure S8. *C. japonicus* wild-type and the $\Delta cbp2D$ or $\Delta cbp2E$ single mutants grow similarly using cellodextrins as sole carbon sources. The Δgsp mutant is shown to illustrate that secreted CAZymes are not essential for growth on cellodextrins. Glucose (A) was used a control substrate, while DP2-6 cellodextrins (B – F) represent all possible soluble cello-oligosaccharides. All growth experiments were performed in biological triplicate. Error bars represent standard deviation, but in many cases may be too small to be seen. It should be noted that the data shown in panel B was collected from a growth experiment that was independent from panels A and C – F (i.e. different microtiter assay plate) and is being shown here to facilitate interpretation.

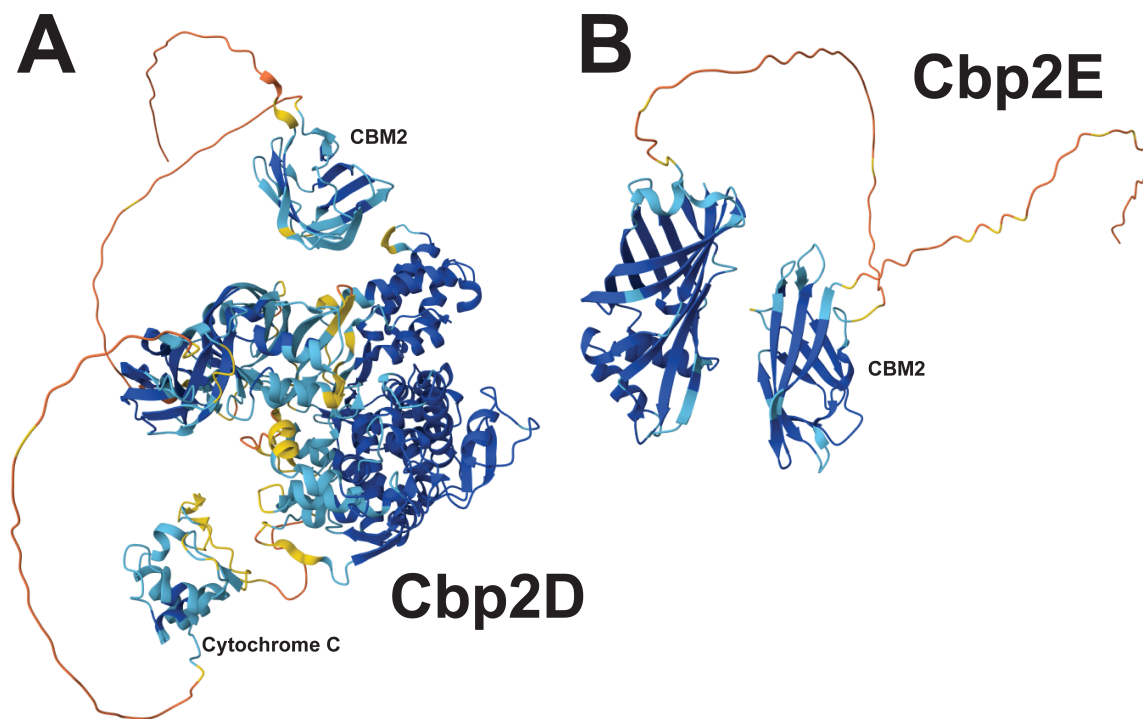

Figure S9. AlphaFold models of (A) Cbp2D and (B) Cbp2E.

SUPPLEMENTAL TABLES**Table S1A. Strains used in this study.**

**Strain Name**	**Genotype**	**Source**
<i>C. japonicus</i> Udea107	Prototroph (wild-type)	Laboratory collection
<i>C. japonicus</i> Δ gsp (CJA_3325-3333)	<i>C. japonicus</i> Udea107 Δ gsp	Laboratory collection
<i>C. japonicus</i> Δ cel5A (CJA_1462)	<i>C. japonicus</i> Udea107 Δ cel5A	This study
<i>C. japonicus</i> Δ cel5B (CJA_2983)	<i>C. japonicus</i> Udea107 Δ cel5B	Laboratory collection
<i>C. japonicus</i> Δ cel5C (CJA_3369)	<i>C. japonicus</i> Udea107 Δ cel5C	This study
<i>C. japonicus</i> Δ cel5D (CJA_3010)	<i>C. japonicus</i> Udea107 Δ cel5D	Laboratory collection
<i>C. japonicus</i> Δ cel5E (CJA_3337)	<i>C. japonicus</i> Udea107 Δ cel5E	Laboratory collection
<i>C. japonicus</i> Δ cel5F (CJA_2959)	<i>C. japonicus</i> Udea107 Δ cel5F	Laboratory collection
<i>C. japonicus</i> Δ cel5G (CJA_2760)	<i>C. japonicus</i> Udea107 Δ cel5G	This study
<i>C. japonicus</i> Δ cel5H (CJA_0619)	<i>C. japonicus</i> Udea107 Δ cel5H	Laboratory collection
<i>C. japonicus</i> Δ cel9A (CJA_2472)	<i>C. japonicus</i> Udea107 Δ cel9A	Laboratory collection
<i>C. japonicus</i> Δ cel9B (CJA_1633)	<i>C. japonicus</i> Udea107 Δ cel9B	Laboratory collection
<i>C. japonicus</i> Δ cel9C (CJA_3804)	<i>C. japonicus</i> Udea107 Δ cel9C	This study
<i>C. japonicus</i> Δ cel45A (CJA_0374)	<i>C. japonicus</i> Udea107 Δ cel45A	Laboratory collection
<i>C. japonicus</i> Δ cel6A (CJA_2473)	<i>C. japonicus</i> Udea107 Δ cel6A	Laboratory collection
<i>C. japonicus</i> Δ cel5B Δ cel6A	<i>C. japonicus</i> Udea107 Δ cel5B Δ cel6A	Laboratory collection
<i>C. japonicus</i> Δ cel5B Δ cel6A Δ cel3B	<i>C. japonicus</i> Udea107 Δ cel5B Δ cel6A Δ cel3B	Laboratory collection
<i>C. japonicus</i> Δ cel5B Δ cel6A Δ cel3B Δ lpmo10B	<i>C. japonicus</i> Udea107 Δ cel5B Δ cel6A Δ cel3B Δ lpmo10B	Laboratory collection
<i>C. japonicus</i> Δ cel5B Δ cel6A Δ cel3B Δ lpmo10B Δ cbp2D	<i>C. japonicus</i> Udea107 Δ cel5B Δ cel6A Δ cel3B Δ lpmo10B Δ cbp2D	This study
<i>C. japonicus</i> Δ cel5B Δ cel6A Δ cel3B Δ lpmo10B Δ cbp2E	<i>C. japonicus</i> Udea107 Δ cel5B Δ cel6A Δ cel3B Δ lpmo10B Δ cbp2E	This study
<i>E. coli</i> DH5 α	λ^- ϕ 80dlacZ Δ M15 Δ (lacZYA-argF) U169 recA1 endA1 hsdR17(r κ^- m κ^-) supE44 thi-1 gyrA relA1	Laboratory collection
<i>E. coli</i> S17 λ pir	Tp ^{r} Sm ^{r} recA thi pro hsdR hsdM $^+$	Laboratory

	RP4-2-Tc::Mu::Km Tn7 λ pir	collection
<i>E. coli</i> MG1655 / pRK2013	F ⁻ , λ^+ , <i>rph-1</i> pRK2013	Laboratory collection
<i>E. coli</i> W	<i>bgl</i> unsilenced	ATCC 9637
<i>E. coli</i> W / pCEL-	<i>bgl</i> unsilenced; pCEL-	This study
<i>E. coli</i> W / pCEL1	<i>bgl</i> unsilenced; pCEL1	This study
<i>E. coli</i> W / pCEL3	<i>bgl</i> unsilenced; pCEL3	This study
<i>E. coli</i> W / pCEL6	<i>bgl</i> unsilenced; pCEL6	This study

Table S1B. Plasmids used in this study.

Plasmid	Genotype	Source
pK18 <i>mobsacB</i>	pMB1, <i>mob</i> ⁺ , <i>sacB</i> ⁺ , Km ^r	Laboratory collection
pRK2013	ColE1, RK2-Mob ⁺ , RK2-Tra ⁺ , Km ^r	Laboratory collection
pK18 <i>mobsacB</i> -Δ <i>cel9C</i>	Contains 500 bp upstream and downstream of <i>cel9C</i> to create an in-frame deletion; pMB1, <i>mob</i> ⁺ , <i>sacB</i> ⁺ , Km ^r	This study
pK18 <i>mobsacB</i> -Δ <i>cel5A</i>	Contains 500 bp upstream and downstream of <i>cel5A</i> to create an in-frame deletion; pMB1, <i>mob</i> ⁺ , <i>sacB</i> ⁺ , Km ^r	This study
pK18 <i>mobsacB</i> -Δ <i>cel5C</i>	Contains 500 bp upstream and downstream of <i>cel5C</i> to create an in-frame deletion; pMB1, <i>mob</i> ⁺ , <i>sacB</i> ⁺ , Km ^r	This study
pK18 <i>mobsacB</i> -Δ <i>cel5G</i>	Contains 500 bp upstream and downstream of <i>cel5G</i> to create an in-frame deletion; pMB1, <i>mob</i> ⁺ , <i>sacB</i> ⁺ , Km ^r	This study
pCEL-	pMB1, Km ^r	This study
pCEL1	pMB1, Km ^r , <i>cel3B</i> ⁺	This study
pCEL3	pMB1, Km ^r , <i>cel3B</i> ⁺ , <i>cel5B</i> ⁺ , <i>cel6A</i> ⁺	This study
pCEL6	pMB1, Km ^r , <i>cel3B</i> ⁺ , <i>cel5B</i> ⁺ , <i>cel6A</i> ⁺ , <i>lpm10B</i> ⁺ , <i>cbp2D</i> ⁺ , <i>cbp2E</i> ⁺	This study

Tables S2 & S3 are provided in a separate Supplemental Data file (Excel)

Table S4. Complete list of all *C. japonicus* genes assessed in this study.

Gene Name	Locus ID	CAZy Family	Enzyme Activity (predicted)	E.C. # (predicted)	UniProt Accession
<i>cel45A</i>	CJA_0374	GH45	Endo-1,4-beta-glucanase	3.2.1.4	GUNB
<i>cel5A</i>	CJA_1462	GH5	Endo-1,4-beta-glucanase	3.2.1.4	GUNC
<i>cel5B</i>	CJA_2983	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PCS3
<i>cel5C</i>	CJA_3369	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PF55
<i>cel5D</i>	CJA_3010	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PD52
<i>cel5E</i>	CJA_3337	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PF23
<i>cel5F</i>	CJA_2959	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PCP9
<i>cel5G</i>	CJA_2760	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PBJ3
<i>cel5H</i>	CJA_0619	GH5	Endo-1,4-beta-glucanase	3.2.1.4	B3PJL3
<i>cel6A</i>	CJA_2473	GH6	Glucanase	3.2.1.-	B3PKK5
<i>cel9A</i>	CJA_2472	GH9	Endo-1,4-beta-glucanase	3.2.1.4	GUNA
<i>cel9B</i>	CJA_1633	GH9	Endo-1,4-beta-glucanase	3.2.1.4	B3PEQ9
<i>cel9C</i>	CJA_3804	GH9	Endo-1,4-beta-glucanase	3.2.1.4	B3PIS2
<i>lpm10B</i>	CJA_3139	AA10	LPMO	n/a	B3PDT6
<i>cbp2D</i>	CJA_2616	CBM2	n/a	n/a	B3PLJ6
<i>cbp2E</i>	CJA_2615	CBM2	n/a	n/a	B3PLJ5

Table S5. Current list of Carbohydrate Binding Proteins (Cbps) in *C. japonicus*^a.

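Of the 18 Cbp genes, 13 had a log2 fold change below 0 and 5 above 0 between the phases on filter paper, with a median of -0.10 (limma camera adjusted p = 0.0134 with the preset correlation). This call was lost with an estimated correlation and without exponential replicate 1 or 3 (limma camera adjusted p = 0.0814 and 0.0536). In stationary replicate 3 the list median was 192.4 RPKM after scaling, just below the 194.4 to 209.5 RPKM of the exponential libraries. Of the Cbp genes, 1 gene, *cbp6A*, passed the adjusted p in limma over all genes, and no other passed adjusted over the list alone. The *cbp35A* (CJA_0020) gene was at 284 ± 37.6 RPKM in exponential and 259.7 ± 33.7 RPKM in stationary phase (SD, n = 3 libraries each). The *cbp10* (CJA_0831) gene was at 241 ± 3.93 and 208 ± 36.3 RPKM. The *cbp2A* (CJA_0007) gene had 183 ± 20.8 and 175 ± 7.51 RPKM, and *cbp2B* (CJA_3106) had 173 ± 20.9 and 155 ± 21.2 RPKM. In exponential phase *cbp33A* (CJA_2191) was at percentile 27.0, *cbp32A* (CJA_0778) at 15.8, *cbp2C* (CJA_3107) at 12.3 and *cbp32B* (CJA_2657), the lowest of the list, at 11.4.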

Locus ID	UniProt Accession	Gene Name	CBM Family	CBM(s) (# present)	Signal Peptide	Predicted Location
CJA_0007	B3PEM8	<i>cbp2A</i>	CBM2	2 (2)	non cleavable	outer membrane
CJA_3106	B3PDE8	<i>cbp2B</i>	CBM2	2	non cleavable	outer membrane
CJA_3107	B3PDE9	<i>cbp2C</i>	CBM2	2	cleavable	extracellular
CJA_2616	B3PLJ6	<i>cbp2D</i>	CBM2	2	cleavable	extracellular
CJA_2615	B3PLJ5	<i>cbp2E</i>	CBM2	2	cleavable	extracellular
CJA_2469	B3PKK1	<i>cbp2F</i>	CBM2	2	cleavable	extracellular
CJA_1191	B3PBX6	<i>cbp6A</i>	CBM6	6	non cleavable	outer membrane
CJA_0276	B3PH79	<i>cbp6B</i>	CBM6	6	cleavable	extracellular
CJA_3300	B3PEJ8	<i>cbp6C</i>	CBM6	6	none	cytoplasm
CJA_0831	B3PKS4	<i>cbp10</i>	CBM10	10	non cleavable	outer membrane
CJA_2869	B3PC55	<i>cbp26A</i>	CBM26	26	cleavable	extracellular
CJA_0778	B3PKM1	<i>cbp32A</i>	CBM32	32	none	cytoplasm
CJA_2657	B3PLN7	<i>cbp32B</i>	CBM32	32 (4)	cleavable	extracellular
CJA_2191	B3PJ79	<i>cbp33A</i>	CBM33 ^b<br>CBM5	5, 33	cleavable	extracellular
CJA_3139	B3PDT6	<i>cbp33B</i>	CBM33 ^b<br>CBM10	33, 10	cleavable	extracellular
CJA_0020	B3PEP0	<i>cbp35A</i>	CBM35	35	cleavable	extracellular
CJA_0559	B3PJ48	<i>cbp35B</i>	CBM35	35	cleavable	extracellular
CJA_0494	B3PIY3	<i>cbp35C</i>	CBM35	35	cleavable	extracellular

^a Table adapted from DeBoy, *et al.* (2008) (PMID: 18556790).

^b The CBM33 Family has been discontinued and now belongs to the Auxiliary Activity (AA) Classification for Lytic Polysaccharide Mono-Oxygenases (LPMOs). Current annotations for CJA_2191 and CJA_3139 are Lpmo10A and Lpmo10B, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

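Wild-type *C. japonicus* was grown on filter paper, and RNA of 3 cultures in mid-exponential growth and 3 in early stationary phase was sequenced, each as 1 library. According to the authors' methods, single-end reads were checked with FastQC, mapped to the *C. japonicus* genome with HISAT2 as unstranded reads and counted per gene with HTSeq-count. The deposited RPKM values were made by the authors from these reads, 1 column per library, before the file was deposited, and neither the reads that make up the scaling total nor the gene lengths are given in the paper's text. The authors compared conditions with DESeq2, which needs counts, and it was not used here because the values are RPKM.

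Genes carry locus tags or symbols, and of 3812 genes, 3357 had a locus tag or were matched to one through the paper's tables or the reference assembly ASM1922v1. The paper's text does not name its assembly, so no coordinates are given, and the reference served for names, neighboring genes and gene lengths. Genes of rRNA and tRNA (55) and genes with a mean RPKM under 1 (27) were left out, which left 3730 genes. Of the 992 names in Tables S2 and S3, 990 were matched. CJA_2120 was not matched to a gene and *comEA* not to a locus tag, and whether they are the same gene is not known. The glucose libraries were not used here.

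RPKM values were divided by size factors from the median of ratios, a pseudocount of 1 was added, and the log2 values were compared with limma 3.58.1 in R 4.3.3, with the empirical Bayes trend of spread on level and Benjamini-Hochberg adjustment over the genes tested. The contrast was stationary minus exponential phase, two-sided, with no pairing of cultures. Gene lists were compared with limma camera at a preset correlation of 0.01 between genes and again with an estimated correlation. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1, so single values were not tested that way. The level of a gene is the percentile of its mean RPKM among the genes tested in a phase, and that of a list is its median percentile, set against 10000 random lists of the same size. Levels, depths and intervals were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

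Read depth was estimated from the steps of whole reads among the lowest genes, with gene lengths from the reference. At these depths, genes with a length held 85.1% to 86.0% of the reads. The comparison was tested on simulated data of 3730 genes, with noise independent between genes and libraries. Of 67 genes changed by 0.5 on the log2 scale, 44 were called, with 9 false calls among the genes left unchanged. Intervals for shares are Wilson 95% intervals and cover counting error only.

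The genes named follow a rule set before the data were examined, though values in the paper's Tables S2 and S3 and Fig. S1 had been seen by then. It names every gene the paper names for the RNA-seq, the genes with the largest changes past the test, up to 4 genes of each list and the 10 highest genes of each phase. Genes named outside the rule are marked as chosen after their values were seen. The 34 gene lists were also set before the data were examined, but 11 of them relied on gene products that the deposited table does not give and were made again by symbol or by the paper's products. This was done after a first comparison of single genes had been seen and before any list was tested. CAZyme-encoding genes were taken by symbol, which gave 158 genes and a make-up that differs from the paper's list. The alternatives covered the scaling, the pseudocount, the filter on low values, the variance model, the thresholds, the correlation in the list tests, the replicate number as a block, the way levels are ranked, and leaving out each library in turn. Leaving out exponential replicate 1 and stationary replicate 3 together, and a wider CAZyme list by symbol, were added after the data had been seen.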

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

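The tests of the read depth of stationary replicate 3, of strictly even and of uneven background in every library, of compressed values, of a lower share of uneven background, of the factor of distances from even coverage, and of ATP synthase, respiratory, CAZyme and transporter genes in every stationary culture were chosen after the results were seen, as was the use of intervals to read the shares under background.

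CJA_3895 had a mean of 59731.4 RPKM in exponential phase and CJA_0290 a mean of 22306.5 RPKM, the highest of the genes tested. Both are signals outside the genes the paper discusses, although Table S2 lists CJA_0290. Limma's trend of spread on level is extrapolated at such levels and gave CJA_3895 a prior SD of 7.04 against 0.64 between its own replicates, so no difference between the phases is read from these genes. The 51 ribosomal protein genes, which the paper does not discuss either, had a median log2 fold change of 0.47.

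Stationary replicate 3 lay closer to exponential replicates 2 and 3 than to the other stationary libraries, and 416 genes passed an adjusted p of 0.05 in limma without it, against 1 with it. A lower read depth is argued against, since it had 1.06 times the reads of the other stationary libraries. A mislabelled exponential library cannot be told apart from a stationary one here: over the 416 genes called without it, it lay at a median of 0.133 of the way from the exponential to the other stationary libraries (quartiles -0.077 and 0.349), and beyond all exponential libraries on the stationary side for 45.2% of them. By chance a further exponential library would give 25%, a value that does not allow for the choice of these genes on the same exponential libraries. Single genes such as *cbp6A*, at 441 RPKM against 904 to 963 RPKM in the exponential libraries, lay with the stationary ones, but were picked because they separate the phases, and 1 library of known phase, exponential replicate 3, also lay above the other exponential libraries for 73.9% of the ATP synthase and respiratory genes. A culture sampled nearer to exponential phase also stays open, since the fraction was 0.119 for the 383 rising and 0.346 for the 33 falling genes, a difference of 0.227 that lies between what the test set for and against it.

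The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05: 2 splits, the real one included, gave as many genes past the adjusted p as the real one, which gave 1 against 104 for the highest other, and 4 splits, the real one again included, gave as many at the study's thresholds, with 1 for the real split and 1 for the highest other. The split that set exponential replicate 1 with stationary replicates 1 and 2 gave these 104 genes, which points to a structure of the samples other than the phases as labelled. This is the split by phase with exponential replicate 1 and stationary replicate 3 exchanged. Whether their labels were exchanged or the cultures differed in another way was not tested. Exponential replicate 1 correlated at 0.944 and 0.951 with stationary replicates 1 and 2, no higher than with any other library. Its ribosomal protein median, 393 RPKM after scaling, lay far from their 725 and 721 RPKM. Its median for the CAZyme block of Table S2, 181 RPKM, lay between their 177 and 184 RPKM. These values therefore go both ways.

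RPKM values crowded around the 219 RPKM of even coverage, with 91.0% of the genes of at least 1 kb within 2-fold of it. Compression by the authors' processing is argued against, since at least 65.3% of the lowest values of each library were whole reads. Strictly even background as most of every library is argued against, since it leaves no gene under 0.5 of even coverage except copies, and 5.89% of these genes (80 of 1358) lay there, or 5.05% (Wilson interval 4.00% to 6.36%) without the 12 whose length recurs as in copies of a gene. Uneven background, such as genomic DNA, as most of every library cannot be told apart from low but real expression, because 1.11% of the genes other than these lay under 0.25 of even coverage, between the bounds set, and base composition was not tested, and background as a smaller share stays open as well. A raised floor on cellulose as what sets the genes listed as up against glucose cannot be told apart from induction, since the genes of Table S2 outside the CAZyme and TonB blocks had a median percentile of 56.6, between the bounds set, and the glucose libraries were not used here.

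Ribosomal protein, ATP synthase and respiratory genes lay higher in stationary phase, and CAZyme and transporter lists lower. Whether a lower share of even background in the stationary libraries was the whole cause is not settled. Of the 96 genes over 3 times even coverage in exponential phase, 29.2% lay lower in stationary phase (Wilson interval 21.0% to 38.9%), past the bound set against it. This choice favors genes that then fall. Of the 126 genes chosen in the same way by stationary phase, which favors genes that rise, 16.7% lay lower (11.2% to 24.1%), an interval that spans the bound. Even background scales the distances from even coverage by the same factor for every gene. The median factor was 1.66 (quartiles 1.50 and 1.95) for ribosomal protein genes and 1.19 (1.00 and 1.46) for CAZyme and transporter genes. The factors differ, but these lists were compared because they rose or fell in the same libraries. A lower share of uneven background cannot be told apart from a change in expression, with 22.4% lower (15.6% to 31.2%) when the genes over 3 times even coverage are chosen over all libraries, an interval that spans the bound, and background of either kind as part of the cause stays open. Whether every stationary culture had CAZyme and transporter genes lower is not settled. Stationary replicate 3 lay below all exponential libraries for 16.6% of them (41 of 247, Wilson interval 12.5% to 21.7%), where chance gives 25%. Stationary replicates 1 and 2 did so for 125 of the 247. Single exponential libraries lay below the other exponential libraries for 27.5% to 44.1%. No lower level was thus seen in stationary replicate 3. The genes vary together and this is 1 library, so the interval cannot decide the question. The growth phase itself stays among the explanations, but a higher level in every stationary culture cannot be told apart from a higher level in stationary replicates 1 and 2 alone: stationary replicate 3 lay above all exponential libraries for 82.6% of the 23 ATP synthase and respiratory genes, where exponential replicate 3 lay above the other exponential libraries for 73.9%, and for 14 of 51 ribosomal protein genes. In stationary replicate 3 the list medians of the ATP synthase and respiratory genes were 213 and 283 RPKM after scaling. These lay above the 190 to 201 and 228 to 258 RPKM of the exponential libraries, while the ribosomal protein median lay inside the exponential range.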

How the results depend on the processing

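Of the alternatives, leaving out exponential replicate 1 and stationary replicate 3 together was chosen after the data had been seen. The count of genes past an adjusted p of 0.05 in limma was 1, and became 24 with RPKM as deposited, 0 with TMM-like scaling, 0 with a pseudocount of 10, 0 with a mean RPKM of at least 10, 0 with robust eBayes (at p under 0.05, 419, 411, 408 and 389 genes), 101 with the replicate block, although replicates of the same number were not correlated, 1657 with both libraries left out (806 of them higher in stationary phase), and 0 to 416 when leaving out 1 library, where 416 came without stationary replicate 3 and 0 without any other. At the study's thresholds it was 1, and became 3 with RPKM as deposited, 2 with upper quartile scaling, a mean RPKM of at least 10, eBayes without trend and robust eBayes, 3 with both libraries left out, 0 at an adjusted p under 0.01 and 2-fold, and 1 (without exponential replicate 1 or stationary replicate 1) to 10 (without stationary replicate 3), with 2 without exponential replicate 2 and 3 without exponential replicate 3 or stationary replicate 2. CAZyme-encoding genes past the adjusted p were 1, and became 2 with RPKM as deposited and the replicate block, 0 with TMM-like scaling, a pseudocount of 10, a mean RPKM of at least 10 and robust eBayes, 64 with both libraries left out, and 0 to 6 when leaving out 1 library, the highest without stationary replicate 3, while a wider list of 172 genes, also added after the data had been seen, gave 1. Of the 64 CAZyme-encoding genes, 11 were higher in stationary phase. Over the alternatives, the limma adjusted p ranged from 2.20e-04 to 0.337 for *cbp6A*, from 2.30e-04 to 0.532 for *cel5B* and from 0.00120 to 0.999 for *cel3B*. The gene lists past limma camera numbered 19, and 0 with an estimated correlation, 14 without stationary replicate 1 and 24 without stationary replicate 3, and 12 passed in every setting with the preset correlation. The median percentile of the CAZyme-encoding genes in exponential phase was 41.3, and became 42.05 with all genes ranked and 40.72 to 41.49 when leaving out 1 library, lowest without exponential replicate 1. The causes of these changes were not tested, except that leaving out libraries lowers their number. Of the values of the 153 named genes over the alternatives, 2431 kept their side of the threshold, 71 of them with a change of sign, 161 became past it, 9 no longer were and 0 reversed, and 47 of these genes passed without stationary replicate 3. Limma's trend is extrapolated at the highest genes: 5 of the 10 highest had a prior SD over 2 times that between their replicates, against a median prior SD of 0.11 over all genes, and CJA_2729 had a p of 0.0134 with the trend and 4.16e-04 without it. Depth limits only the lowest genes, at a median of at least 2389 estimated reads per gene.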

Differences from the paper's values

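Genes higher in stationary phase at a log2 fold change over 2, as the Results text gives it, numbered 2 in the paper and 1 here, *comEA*, at an unadjusted p under 0.01 in limma. No alternative set before the data were examined reached 2, with 0 without stationary replicate 1 or stationary replicate 2 and 1 under the others. At the thresholds of the legend of Fig. S1, a p of 0.01 and a fold change of 2, the paper's count is 2 and the count here was 1. It was 2 with RPKM as deposited, upper quartile scaling, a mean RPKM of at least 10, eBayes without trend, robust eBayes, without exponential replicate 2 and without exponential replicate 3. It differed from the paper's with TMM-like scaling, a pseudocount of 0.1, a pseudocount of 10, no filter on low values, the replicate block, and without exponential replicate 1, stationary replicate 1 or stationary replicate 2, where it was 1, and without stationary replicate 3, where it was 10. CJA_2729, which the paper names, passed the legend's thresholds with RPKM as deposited, upper quartile scaling, a mean RPKM of at least 10, eBayes without trend, robust eBayes, without stationary replicate 3, and with exponential replicate 1 and stationary replicate 3 both left out, which was chosen after seeing the values. Its log2 fold change was 1.31 and did not exceed 2 under any of the alternatives. CJA_2120, which the paper also names, was not matched to a gene and *comEA* not to a locus tag, so whether they are the same gene is not known, and the paper's text names no adjustment of its p-values for multiple tests.

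The paper found no CAZyme-encoding gene higher in stationary phase, and at the legend's thresholds the count here was 0. It was 1, *cel5B*, without stationary replicate 3, and 0 under the other settings of the fit. For CAZyme-encoding genes with high expression in the MA plot of the phases, the paper's count is 6. Here 3 had an unadjusted p under 0.01 in limma, over a list of CAZyme-encoding genes that differs in make-up from the paper's. The legend of Fig. S1 leaves genes with a p of 0.01 or more out of that plot, and the paper states no level above which expression is high. The count was 4 with RPKM as deposited, 7 without exponential replicate 1 and 8 without stationary replicate 3, each within 1.5 times the paper's. It was further from the paper's, at 3, with TMM-like scaling, upper quartile scaling, either pseudocount, either filter on low values, the replicate block, eBayes without trend, robust eBayes and without exponential replicate 2, and at 2 without exponential replicate 3, stationary replicate 1 or stationary replicate 2. Of the genes the paper names there, *cel5B* was among those with a p under 0.01 here and *cel3B* was not, with a p of 0.106 in limma, though its p was 3.57e-04 without stationary replicate 3 and 1.13e-04 with exponential replicate 1 also left out, which was chosen after seeing the values.

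The paper describes the upregulated CAZyme-encoding genes of exponential phase as strongly expressed, by the mean of normalized counts in the comparison with glucose. That measure takes in both substrates and is not divided by gene length. It thus differs from the RPKM percentile on filter paper used here, so the values below need not differ from the paper's. Of the 64 genes in Table S2, 30 were under the 50th percentile on filter paper and 7 above the 90th, and the levels on glucose were not used here.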

Other observations

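Of the gene lists outside the CAZymes, those of ribosomal proteins, respiration and ATP synthase had the medians farthest from 0. With limma camera at the preset correlation, the 51 ribosomal protein genes had a median log2 fold change of 0.47 (adjusted p = 5.90e-25), all above 0, a change seen in stationary replicates 1 and 2, since stationary replicate 3, with a list median of 474.55 RPKM after scaling, lay inside the exponential range of 393.47 to 491.44 RPKM, with 24 genes past limma when adjusted over the list alone. With an estimated correlation neither this list nor any other given here passed. The 8 ATP synthase genes had a median of 0.35 (7 past limma adjusted over the list alone; limma camera adjusted p = 3.35e-07) and the 15 respiratory genes 0.35 (11 past limma adjusted over the list alone; limma camera adjusted p = 4.61e-11). The 9 genes of the TCA cycle had a median of 0.27, with 3 past limma adjusted over the list alone (limma camera adjusted p = 8.74e-04). For ATP synthase, respiration and the TCA cycle, the list medians of all 3 stationary libraries lay above those of the exponential libraries. For the TCA cycle that of stationary replicate 3 was 303 RPKM after scaling, against 243 to 287 RPKM in the exponential libraries. Translation factors and tRNA synthetases had a median of 0.09 (2 past limma adjusted over the list alone; limma camera adjusted p = 0.00372), amino acid biosynthesis 0.07 (limma camera adjusted p = 0.00146) and glycolysis 0.10 (limma camera adjusted p = 0.0135). Lower in stationary phase were the 8 transposase and integrase genes, with a median of -0.18 (limma camera adjusted p = 0.0134) that rests on exponential replicates 2 and 3, since exponential replicate 1 (193.99 RPKM after scaling) lay below all stationary libraries (195.57 to 213.19 RPKM), the 7 phosphate starvation genes, with -0.11 (limma camera adjusted p = 0.0382), and the CAZyme blocks of Tables S2 and S3, with -0.11 and -0.11 (limma camera adjusted p = 4.79e-04 and 1.28e-06), where stationary replicate 3 lay inside the exponential range in both. When 1 library was left out, the call of glycolysis was lost without stationary replicate 1 or 2 (limma camera adjusted p = 0.0741 and 0.0586), that of the transposase genes without exponential replicate 2 or 3 (0.187 and 0.0508) and that of phosphate starvation without exponential replicate 1 or 2 or stationary replicate 1 or 2 (0.0938, 0.0776, 0.133 and 0.0963), the last also with RPKM as deposited (0.0931), upper quartile scaling (0.0532) and the replicate block (0.0663).

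The lists that did not pass limma camera were flagella, with a median log2 fold change of 0.08 and a limma camera adjusted p of 0.0837, chemotaxis, with 0.08 and 0.199, type IV pili, with 0.03 and 0.318, stationary-phase stress, with 0.16 and 0.0866, sulfur assimilation, with 0.02 and 0.252, iron uptake, with -0.10 and 0.144, and CRISPR, with -0.11 and 0.318. Chaperones and proteases had a limma camera adjusted p of 0.941 and nitrogen assimilation one of 0.941, with medians near 0 whose sign changed with the scaling, as did those of sulfur assimilation and type IV pili. Without stationary replicate 3, flagella and stationary-phase stress passed (limma camera adjusted p = 0.00164 and 0.0157), as did stationary-phase stress with RPKM as deposited (0.0295), flagella without exponential replicate 2 (0.0206) and CRISPR without exponential replicate 1 (0.00563). In stationary-phase stress and sulfur assimilation, 1 gene each passed limma adjusted over the list alone. The regulator *cysB* had a log2 fold change of 0.60 (limma adjusted p = 0.218, but 0.00635 without stationary replicate 3 and 0.0189 with the replicate block), and *rpoS* one of -0.06 (limma adjusted p = 0.903).

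In 543 genes (14.6%) the libraries of the phases did not overlap, where chance gives 10%. Genes are not independent, so this difference does not measure an effect of phase. The split with exponential replicate 1 and stationary replicate 3 exchanged gave 997 genes at an unadjusted p under 0.05 in limma. The split by phase gave 409. Exponential replicate 1 correlated at 0.944 to 0.959 with the other libraries, and exponential replicates 2 and 3 correlated at 0.989 with each other. The 10 highest genes held 18.9% and 19.0% of the summed RPKM in stationary replicates 1 and 2, 9.5% in stationary replicate 3, and 11.7% to 12.9% in the exponential libraries.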
